# Long Noncoding RNA MALAT1 Controls Cell Cycle Progression by Regulating the Expression of Oncogenic Transcription Factor B-MYB

**DOI:** 10.1371/journal.pgen.1003368

**Published:** 2013-03-21

**Authors:** Vidisha Tripathi, Zhen Shen, Arindam Chakraborty, Sumanprava Giri, Susan M. Freier, Xiaolin Wu, Yongqing Zhang, Myriam Gorospe, Supriya G. Prasanth, Ashish Lal, Kannanganattu V. Prasanth

## Abstract

The long noncoding MALAT1 RNA is upregulated in cancer tissues and its elevated expression is associated with hyper-proliferation, but the underlying mechanism is poorly understood. We demonstrate that MALAT1 levels are regulated during normal cell cycle progression. Genome-wide transcriptome analyses in normal human diploid fibroblasts reveal that MALAT1 modulates the expression of cell cycle genes and is required for G1/S and mitotic progression. Depletion of MALAT1 leads to activation of p53 and its target genes. The cell cycle defects observed in MALAT1-depleted cells are sensitive to p53 levels, indicating that p53 is a major downstream mediator of MALAT1 activity. Furthermore, MALAT1-depleted cells display reduced expression of *B-MYB (Mybl2)*, an oncogenic transcription factor involved in G2/M progression, due to altered binding of splicing factors on B-MYB pre-mRNA and aberrant alternative splicing. In human cells, MALAT1 promotes cellular proliferation by modulating the expression and/or pre-mRNA processing of cell cycle–regulated transcription factors. These findings provide mechanistic insights on the role of MALAT1 in regulating cellular proliferation.

## Author Summary

The mammalian genome encodes large number of long non protein-coding RNAs (lncRNAs). These lncRNAs are suggested to regulate key biological processes (including cellular proliferation and differentiation), and aberrant expression of these is associated with cancer. However, only a few of these lncRNAs have been functionally validated in biological or disease processes. MALAT1, an abundant nuclear-retained lncRNA, is overexpressed in several cancers, and its elevated expression has been associated with hyper-proliferation and metastasis. However, the underlying mechanism behind this deregulation and its association with cancer is poorly understood. Here, we establish the role of MALAT1 in the cell cycle pathway and propose the molecular mechanism of its function during normal cell cycle progression. MALAT1 RNA levels are differentially regulated and critical for normal cell cycle progression. Depletion of MALAT1 results in cell cycle arrest with significantly reduced cellular proliferation, simultaneously leading to activation of p53 and its target genes. Further, the accurate levels of MALAT1 in the cell are extremely crucial for expression and activity of the oncogenic transcription factor B-MYB, which is involved in G2/M progression. Our data indicates that the cancer-associated MALAT1 RNA regulates cellular proliferation by modulating the expression and/or pre-mRNA processing of cell cycle–regulated transcription factors.

## Introduction

The eukaryotic genome harbors a large number of noncoding RNAs, which include small and long noncoding RNAs (lncRNAs) [1], [2], [3], [4]. Small ncRNAs such as microRNAs regulate the expression of target genes at the level of translation or mRNA stability, whereas piwi-interacting RNAs (piRNA) have been linked to transcriptional gene silencing of retrotransposons and other repeat-containing genetic elements [5], [6], [7], [8]. In addition to the class of well-studied small ncRNAs, lncRNAs, which are noncoding transcripts that are >200 nucleotides in length, have recently emerged as important molecules in several cellular processes [4], [9], [10]. The human genome encodes ∼15,000–17,000 potential lncRNAs. However, the function of less than 2% of the human lncRNAs is clearly elucidated [11], [12]. LncRNAs are involved in several crucial functions: they can act as a scaffold to keep several proteins tethered to a specific cellular compartment, act as a guide to recruit proteins to a specific chromatin site or influence local chromatin architecture [3], [4], [13], [14], [15]. For instance, the X-chromosome encoded Xist lncRNA coats the inactive X-chromosome (Xi) in female mammals and facilitates the recruitment of chromatin modifiers to the Xi [16], [17]. Similarly, the imprinted Air lncRNA interacts with the histone-methyl transferase G9a and recruits it to epigenetically silence *Slc22a3* [18], [19], [20]. Further, nuclear-retained lncRNAs act as structural components of specific sub-nuclear domains [21], [22], [23], [24]. LncRNAs are also known to regulate transcription and RNA processing events and also serve as precursors for small RNAs [14], [15].

Several lncRNAs exhibit temporal and spatial expression patterns or their expression is restricted to particular tissue or cell types or cell cycle stages, indicating vital and diverse biological roles of lncRNAs [4], [25], [26], [27], [28]. A recent study demonstrated cell cycle-regulated expression of several of the lncRNAs in mammalian cells [29]. The authors identified >200 lncRNAs encoded in close proximity to more than 50 protein-coding genes involved in cell cycle, including cyclins and cyclin-dependent kinases. During cell cycle progression, the levels of both lncRNAs and the nearby cell cycle gene mRNAs displayed dynamic fluctuations. However, the expression of these lncRNAs did not correlate either positively or negatively with the expression of the nearby cell cycle genes [29]. This implies that although some lncRNAs and mRNAs could be regulated in concert, they may not necessarily regulate each other. On the other hand, several other studies have demonstrated the involvement of lncRNAs in regulating the expression of cell cycle genes in *cis* [30], [31], [32], [33]. The ANRIL lncRNA is located upstream of the tumor suppressor locus encoding *p16^INK4A^* and *p15^INK4B^*, mutations or depletion of ANRIL results in the loss of *p16^INK4A^* and *p15^INK4B^* repression [30], [31], [32]. Similarly, an lncRNA transcribed from the 5′regulatory region of *Cyclin D1* (*CCND1*) recruits TLS, an RNA-binding protein, to the *CCND1* gene in response to DNA damage, and results in the transcription repression of *CCND1* [33].

A large number of lncRNAs display deregulated expression in human cancer samples and are regulated by oncogenic or tumor suppressor pathways [28], [34], [35], [36], [37], [38]. The HOTAIR lncRNA, which is known to regulate the expression of HOX gene clusters, is highly induced in breast cancer samples and its elevated expression has been correlated with metastasis and death [39]. Recent studies have also demonstrated the involvement of lncRNAs in the p53 gene regulatory pathway [4]. For example, lincRNA-p21 is activated by p53 and serves as a repressor in the p53-dependent transcriptional network [40]. DNA damage induces the expression of another lncRNA, PANDA in a p53-dependent manner. PANDA is transcribed from the *p21* (*CDKN1A*) promoter, and it negatively regulates the expression of pro-apoptotic genes upon DNA damage, thereby controlling apoptosis [29]. Finally MEG3, an imprinted lncRNA induces accumulation of p53 by negatively regulating MDM2 expression [41].

The lncRNA MALAT1 is upregulated in several solid tumors and its differential expression is linked with cancer metastasis and recurrence [15], [28], [42]. MALAT1 is a highly abundant nucleus-restricted RNA that localizes to nuclear speckles, a sub-nuclear domain suggested to coordinate RNA polymerase II transcription, pre-mRNA splicing and mRNA export [43], [44], [45]. MALAT1 interacts with several pre-mRNA splicing factors including serine arginine dipeptide-containing SR family splicing factors [46], [47], [48], [49], [50], [51]. Furthermore, MALAT1 modulates the cellular distribution and activity of SR splicing factors thereby influencing alternative splicing of pre-mRNAs [50]. By utilizing such a mechanism, cells could alter the local concentration of a particular splicing factor upon a specific external signal or during specific stages of the cell cycle.

Previous studies have shown that transient overexpression of MALAT1 enhanced cellular proliferation in cell lines and tumor formation in nude mice, while depletion of MALAT1 in tumor cells reduced tumorigenicity [52], [53]. A recent study suggested the involvement of MALAT1 in regulating the E2F1 transcription factor activity, which is a crucial determinant of cell cycle progression and tumorigenesis [54]. These results indicate that MALAT1 has a pro-proliferative function; however, the mechanism has yet to be identified. In the present study, we examined the role of MALAT1 in cell cycle progression. We demonstrate that in human cells, MALAT1 levels are regulated during the cell division cycle. The differential levels of MALAT1 during specific cell cycle stages influence the expression of genes involved in cell cycle progression. Furthermore, MALAT1 depletion in normal human diploid fibroblasts (HDFs) induces DNA-damage response and results in the activation of p53 and its target genes. The cell cycle defects observed in MALAT1-depleted cells are sensitive to the cellular levels of p53, indicating that p53 is an important effector of MALAT1 function. Finally, we establish that the pro-proliferative role of MALAT1 is accomplished by its involvement in regulating the expression and/or pre-mRNA processing of oncogenic transcription factors, especially those that control mitotic progression.

## Results

### MALAT1 controls cell cycle progression in human cells

In order to understand the role of MALAT1 in cellular proliferation, we synchronized human osteosarcoma cells (U2OS) in specific cell cycle stages (Figure 1A) and examined the levels of MALAT1 in each stage of the cell cycle. Quantitative RT-PCR (qRT-PCR) results revealed cell cycle-dependent expression of MALAT1, with low levels during G1 and G2 and high levels during G1/S and mitosis (M) (Figure 1A). Similar cell cycle regulation of MALAT1 was also observed in WI-38 human diploid lung fibroblasts (HDFs; Figure S1A). We have previously proposed that MALAT1 modulates pre-mRNA splicing by titrating the cellular levels of SR splicing factors [15], [50]. This prompted us to also examine the levels of SR proteins during various phases of cell cycle. SRSF1 levels remained unaltered during cell cycle (Figure S1B), indicating that the changes in MALAT1 levels during the cell cycle could fine tune the association of SR proteins with pre-mRNAs and thereby modulate cell cycle-specific alternative splicing.

**Figure 1:**
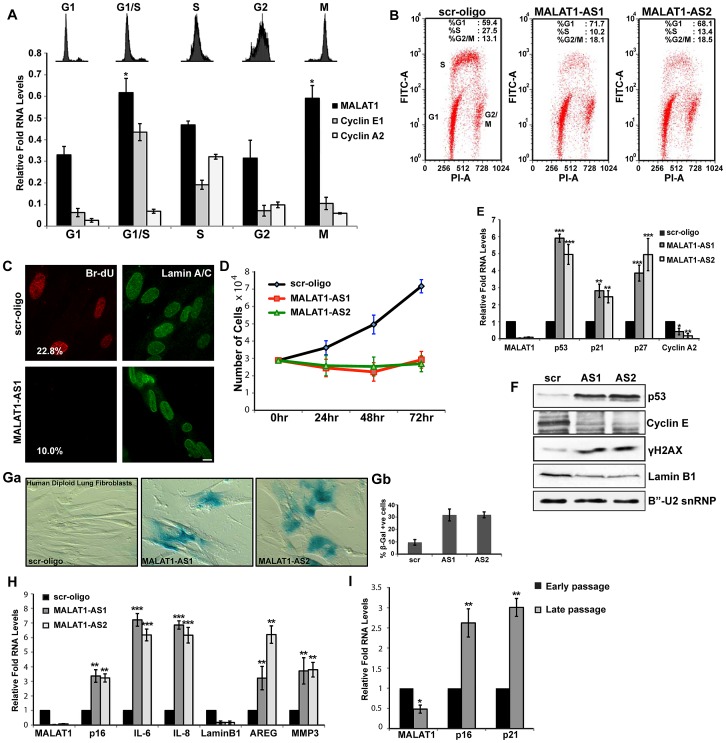
MALAT1 levels are cell cycle regulated and depletion of MALAT1 results in proliferation defect. (A) Flow cytometry and qRT-PCR analyses on cell cycle-synchronized U2OS cells. (B) BrdU-PI flow cytometry analyses in control (scr-oligo) and MALAT1-depleted (MALAT1-AS1 & -AS2) human diploid lung fibroblasts (WI-38). (C) BrdU pulse-labeling (red) and lamin A/C immunostaining (green) in control and MALAT1-depleted WI-38 cells. The number designates the percentage of BrdU-incorporating cells. (D) Proliferation assay shows reduced proliferation in MALAT1-depleted WI-38 cells. (E–F) The expression of indicated genes is determined by qRT-PCR and immunoblot assays from control and MALAT1-depleted WI-38 cells. (Ga–b) β-galactosidase staining in control and MALAT1-depleted WI-38 cells. Gb denotes the percentage of β-gal +ve cells. (H) The relative expression of indicated senescence-associated genes is determined by qPCR from control and MALAT1-depleted WI-38. (I) The relative expression of indicated genes is assessed by qRT-PCR from proliferating (early passage) and replicative senescent (late passage) WI-38 cells. Note that replicative senescent cells show reduced levels of MALAT1. Mean ± SEM, *p<0.05, **p<0.01 and ***p<0.001.

To gain insight into the functional relevance of cell cycle-regulated expression of MALAT1, we examined the effects of MALAT1 depletion on cell cycle progression in HDFs that have a finite life span (WI-38 and IMR-90 cells). BrdU-PI and PI flow cytometry data revealed that MALAT1-depleted cells show reduced replication (S-phase) (Figure 1B and Figure S1C). MALAT1-depleted cells also showed an increase in the G1 (scr, 59%: AS1, 72%: AS2, 68%) and a marginal increase in G2/M (scr, 13%: AS1, 18%: AS2, 19%) population (Figure 1B). BrdU pulse labeling as well as proliferation assays confirmed the reduced proliferation of HDFs upon MALAT1 depletion (Figure 1C and 1D). MALAT1-depleted HDFs also showed increased expression of genes that are associated with cell cycle arrest (Figure 1E). The tumor suppressor p53 (TP53) and the cdk inhibitors p21 (a transcriptional target of p53) and p27 were upregulated upon MALAT1 depletion (Figure 1E and 1F). Interestingly, MALAT1-depleted cells also showed increased levels of γH2AX, indicative of double stranded DNA damage response (Figure 1F). Cell cycle arrest phenotypes, including G1 arrest and a significant reduction in S-phase were observed in WI-38 (Figure 1B and Figure S1D) and IMR-90 cells (data not shown) that were depleted of MALAT1 using either multiple independent sets of DNA antisense oligonucleotides or double-stranded siRNAs. These results suggest that MALAT1 is required for cell proliferation of HDFs.

A significant population of the MALAT1-depleted normal fibroblasts showed changes in the cellular morphology with cells appearing flat and displaying ‘fried egg’ morphology, reminiscent of senescent cells (Figure S1E). MALAT1-depleted cells showed enhanced β-galactosidase (β-gal) staining indicative of cellular senescence (Figure 1Ga–b). Furthermore, human fibroblasts that were depleted of MALAT1 (both by DNA antisense oligonucleotides and siRNAs) showed a gene expression signature characteristic of senescent cells (Figure 1H and Figure S1F). Recent studies have demonstrated specific loss of nuclear lamina associated lamin B1 in senescent cells [55], [56]. We also observed reduced lamin B1 mRNA and protein levels in MALAT1-depleted cells (Figure 1F and 1H). Finally, human lung fibroblasts that had undergone replicative senescence showed reduced levels of MALAT1 compared to actively proliferating cells (Figure 1I). Our results demonstrate that MALAT1 levels are cell cycle regulated and depletion of MALAT1 in HDFs results in proliferation defects with a population of cells undergoing senescence.

In order to understand the molecular mechanism underlying the cell cycle arrest upon MALAT1 depletion, we looked at changes in gene expression by performing microarrays from control or MALAT1-depleted HDFs (WI-38) using two independent antisense oligonucleotides (AS1 & AS2) against MALAT1. 

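WI-38 is a line of diploid fibroblasts from human lung with a finite life span. Total RNA came from 9 cultures, 3 transfected with the scrambled control oligonucleotide (scr), 3 with AS1 and 3 with AS2, each at 100 nM. It was taken 48 h after the first transfection and 24 h after the second and hybridized to 1 Illumina bead array per culture. The submitters read the arrays with GenomeStudio 1.6.0, and the files hold a raw signal and a detection p for 47323 probes on each array, of which 30113 carry 1 gene symbol. A second table holds the log2 signal of 19247 probes, centred on the mean and divided by the standard deviation of its own array, and these Z scores were recomputed from the raw signal to within 5.00e-10. MALAT1 itself could not be followed on these arrays, since its only probe had a raw signal of 55.2 to 65.2 and was not detected on any of the 9 arrays.
The mean raw signal of the scr arrays was 417.9, 410.9 and 386.8, that of the AS1 arrays 294.3, 330.2 and 276.5, and that of the AS2 arrays 311.2, 126.1 and 444.5 (replicates 1, 2 and 3). The number of probes detected at a p under 0.01 was 14780, 14300 and 13890 with scr, 12990, 13956 and 12590 with AS1, and 14012, 8161 and 15108 with AS2. AS2 replicate 2 was therefore the dimmest array. Correlations were taken on the background-corrected and quantile normalized log2 signal of the 9351 genes tested, as described below. AS2 replicate 2 correlated with the other AS2 arrays at 0.901 to 0.922, whereas AS2 replicates 1 and 3 correlated at 0.980, AS1 arrays with each other at 0.994 and scr arrays with each other at 0.993 to 0.996. AS1 arrays correlated with AS2 replicates 1 and 3 at 0.965 to 0.984 and with scr arrays at 0.936 to 0.944. These correlations are across genes, which are not independent replicates.
Gene expression was analysed by 2 methods. The first was the Z-ratio of the paper, the difference between the mean Z scores of antisense and scr arrays divided by the standard deviation of these differences over all probes, with a threshold of 2.5. In the second, signals were corrected for background with the detection p, given an offset of 16, quantile normalized and log2 transformed, and probes detected on at least 3 arrays were kept. The brightest probe stood for each of the 9351 genes with such a probe, and a linear model in limma compared the 3 groups on all 9 arrays with 6 residual degrees of freedom. A gene is called changed where its p, adjusted by the method of Benjamini and Hochberg, is under 0.05. With 3 arrays per group, the number of arrays limits the precision, and the spread is that between cultures transfected in triplicate.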

WI-38 cells were treated with a control (scr) or MALAT1-specific antisense oligonucleotides for 24 hr and then re-transfected with these oligonucleotides for another 24 hr. Total RNA was isolated 24 hr after the second antisense treatment and subjected to microarray analysis. 

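In MALAT1-depleted cells, 826 of 9351 genes were called lower than in scr cells with both AS1 and AS2. The largest falls included PBK, a mitotic kinase, with a log2 fold change of -3.06 with AS1 (standard error 0.24, n = 3 arrays per group, adjusted p = 3.66e-05) and -3.28 with AS2 (standard error 0.24, adjusted p = 1.94e-05). TMSB15A, which encodes an actin-binding thymosin, changed by -2.84 and -3.42 on the log2 scale with AS1 and AS2 (standard error 0.31 for each). ANLN, which encodes anillin, a scaffold of the cytokinetic ring, changed by -2.65 and -2.76 (standard error 0.18), and CDCA3, a trigger of mitotic entry, by -2.46 and -2.97 (standard error 0.18). FOS, an immediate early transcription factor, changed by -2.39 and -3.53 (standard error 0.26). The other genes among the 12 with the largest falls were DLGAP5, NCAPG, RRM2, BUB1, KIF20A, CDC45 and UBE2C, which act in mitosis or DNA replication.
In the separate comparisons, 1137 genes were lower with AS1 and 1507 with AS2. Of the 826 genes, 284 fell more than 2-fold with both oligonucleotides. By the Z-ratio of the raw signals, 457 named genes reached -2.5 or lower with both AS1 and AS2 (611 probes, of which 83 carry no symbol here). At a fold of at least 2.5 in raw signal, unscaled between arrays, in place of the Z-ratio, 257 genes were lower with both, and 120 without the dim array AS2 replicate 2. The median raw fold of the probes past the Z-ratio threshold in either direction was 2.12 with AS1 and 2.40 with AS2, or 1.96 with AS2 without AS2 replicate 2.
Without AS2 replicate 2, 1568 genes were called lower with both, 822 of the 826 among them, and 385 genes passed the Z-ratio. The count fell to 481, 449 and 497 without scr replicate 1, 2 or 3, and to 506, 523 and 504 without AS1 replicate 1, 2 or 3. Both comparisons use the same 3 scr arrays, and part of the overlap may come from them, since the 183.2 genes that independent lists of these sizes would share leave out the shared arrays, and 100 simulations of shared arrays, with 0 genes lower with both, leave out the effects. Fold changes of dim genes depended on the background correction, and those of PBK were -2.15 and -2.26 without it.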

Analyses of the microarray data from triplicate samples revealed that a common set of 413 mRNAs showed ≥2.5-fold reduced abundance in MALAT1-depleted cells (Tables S1, S2, S3). 

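A set of 916 genes was called higher than in scr cells with both oligonucleotides. Of the 12 with the largest rises by fitted value, 9 were detected on no scr array, so that their rank depends on the background correction. SLC25A34, a member of the mitochondrial carrier family, was detected on every antisense array and was at least 3.77-fold higher with AS1 and at least 8.59-fold higher with AS2. RIPOR3 was at least 7.47-fold and 5.15-fold higher, and HSD17B2, an enzyme that inactivates estradiol and testosterone, at least 6.36-fold and 4.39-fold. PNPLA7, a lysophospholipase, was at least 4.54-fold and 6.67-fold higher, CARD9, an adaptor of innate immune signaling, at least 3.24-fold and 4.86-fold, and CELSR3, a cadherin, at least 3.77-fold and 4.65-fold. The bile acid receptor GPBAR1 was at least 2.62-fold higher with AS1 and at least 4.28-fold higher with AS2, and the transcription factor FOXD4 at least 3.17-fold and 3.86-fold. These folds are against the detection limit of the scr arrays and are therefore lower bounds. GSTO2, a glutathione transferase detected on 1 scr array, had log2 fold changes of 2.72 with AS1 (standard error 0.19, n = 3 arrays per group, adjusted p = 2.11e-05) and 3.19 with AS2 (standard error 0.19, adjusted p = 7.09e-06), and FOLR3, a secreted folate receptor, of 3.45 and 2.39 (standard error 0.35). The others were FLYWCH1, which was detected on no scr array, and GDF15, which was detected on all 3.
With AS1 against scr 1266 genes were higher, and with AS2 1362. Of the 916 genes, 241 rose more than 2-fold with both. By the Z-ratio, 274 genes reached 2.5 or higher with both on 396 probes (95 without a symbol here). In raw signal, unscaled between arrays, 18 genes had a fold of at least 2.5 with both (27 without AS2 replicate 2). Of all tested genes, 16.5% had a higher raw mean on the antisense arrays, so that rises are few on this scale. Without AS2 replicate 2 the limma count was 1734, with 912 of the 916 genes kept, and the Z-ratio count was 353. The limma count was 600 without scr replicate 1 and 588 without scr replicate 2, and independent lists of the sizes over 9 arrays, a value that leaves out the shared scr arrays, would share 184.4 genes.
The balance of rises and falls depended on the scaling of the arrays. With median scaling in place of quantile normalization, the median log2 fold change of all genes was -0.40 with AS1 and -0.63 with AS2, and 92 genes were called higher with both and 375 lower. The 12 genes above remained called with both oligonucleotides under that scaling.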

Silencing MALAT1 also increased the expression (≥2.5-fold) of ∼390 genes (Table S4). 

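Transcripts of the machinery of mitosis and DNA replication fell together in MALAT1-depleted cells. Of 75 mitosis genes with a detected probe, 70 were called lower with both AS1 and AS2 and 0 higher (71 and 0 when adjusted over the list alone). Their median log2 fold change over both oligonucleotides was -1.76, or -1.61 with the 15 members that were below detection in a whole group placed at their bound. Of 45 DNA replication genes, 30 were lower with both, 2 were higher and 13 did not pass the test (32 lower and 2 higher when adjusted over the list alone), with a median of -1.25, or -0.98 with 9 members at their bound. In the test of each list against the other genes (camera in limma, preset correlation between genes of 0.01, adjusted over 17 lists), the adjusted p was 1.42e-35 for mitosis and 1.39e-13 for DNA replication. With an estimated correlation in place of the preset one, mitosis kept its call (adjusted p = 0.00865) and DNA replication did not (adjusted p = 0.0673 with an estimated correlation). Without AS2 replicate 2, 73 of the mitosis genes and 36 of the DNA replication genes were lower with both, and both lists were called with an estimated correlation (adjusted p = 0.00135 and 0.0150). Both lists were drawn up when the paper's values for these arrays had been seen, so their direction is not independent evidence. The paper's GO analysis of the genes that passed its thresholds was not rerun here.

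**Figure D1:**
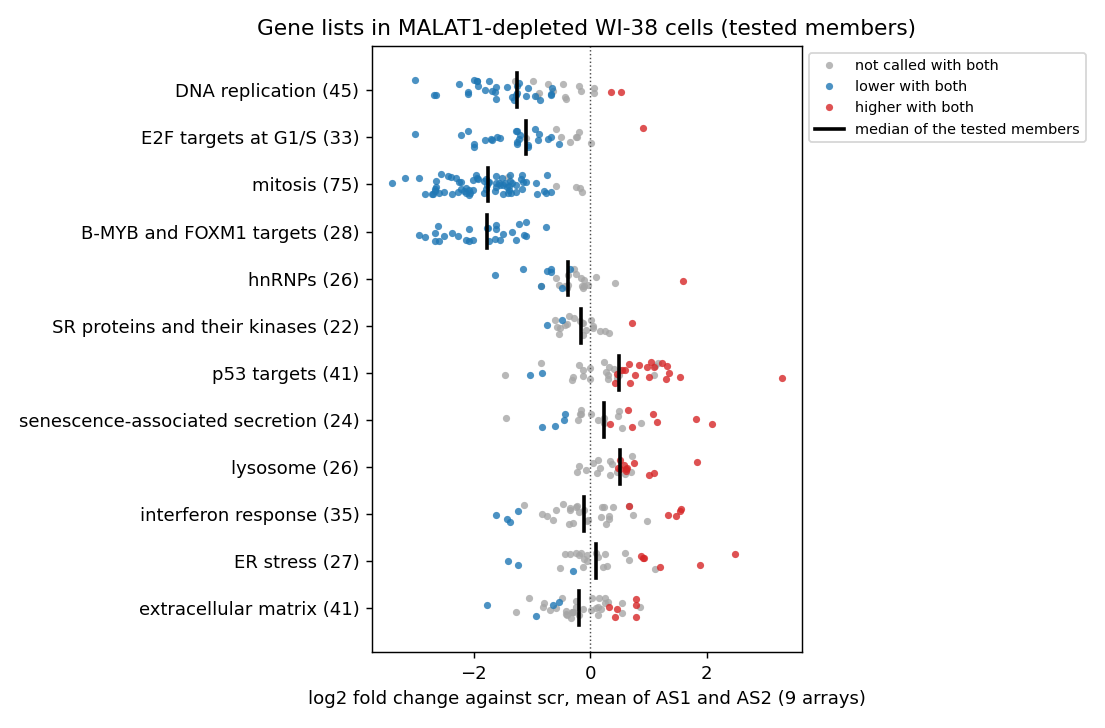
Log2 fold change against scr, as the mean of AS1 and AS2 over 9 arrays, of each tested member of 12 gene lists. Points are genes, colored by whether the gene was called with both oligonucleotides, black bars are medians, and the number of tested members stands in parentheses. The medians of the mitosis and DNA replication lists lie at -1.76 and -1.25.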

To gain an insight into the pathways activated by MALAT1, we performed Gene Ontology (GO) analyses of the downregulated genes and found that cell cycle was the most affected biological process in MALAT1-depleted cells (Figure 2A). Using qRT-PCR, we validated the changes in the cellular levels of a large number of mRNAs (∼150) (Figure 2B–2D, Figure S2Aa–c and S2Bc). The genes that were downregulated in MALAT1-depleted cells were broadly classified into several subgroups. A large number of the genes encoding proteins involved in G1/S transition and S-phase progression displayed reduced expression upon silencing of MALAT1 (Figure 2B), corroborating the cell cycle arrest phenotype. 

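The DNA replication genes that fell on the WI-38 arrays with both oligonucleotides include RRM2, CDC45, GINS2 and MCM10, whereas, of genes chosen after their values were seen, the origin recognition subunits ORC5 (log2 fold change of 0.43 with AS1 and 0.62 with AS2) and ORC6 (0.30 and 0.41) were higher with both and the helicase subunit MCM5 (-0.11 and -0.28) was called with neither. RRM2, the regulatory subunit of ribonucleotide reductase, had log2 fold changes of -2.76 with AS1 (standard error 0.27, n = 3 arrays per group, adjusted p = 9.69e-05) and -3.26 with AS2 (standard error 0.27, adjusted p = 3.16e-05). CDC45 and GINS2, parts of the active helicase, changed by -2.33 and -2.18 with AS1 and by -3.05 and -3.12 with AS2 (standard errors 0.44 and 0.36). MCM10, an initiation factor, was detected on all 3 scr arrays and on no antisense array and was at least 2.58-fold lower with AS1 and at least 2.07-fold lower with AS2. Of the 11 genes that Figure 2B names, 9 were called lower with both oligonucleotides over 9 arrays and 11 without AS2 replicate 2. The 2 that did not pass with both over 9 arrays were E2F2, with an adjusted p of 0.0940 with AS2, and GMNN, which encodes geminin, with an adjusted p of 0.0717 with AS1. The genes in Figure 2B were chosen by the paper on these samples, so their tally is not independent evidence of a direction. The paper takes the reduced expression of genes of the G1/S transition and S phase as further evidence of the cell cycle arrest of MALAT1-depleted cells.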

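Among the mitosis genes, DLGAP5, BUB1, NCAPG and CENPE were lower with both oligonucleotides on the WI-38 arrays. DLGAP5, a spindle microtubule-associated protein, and BUB1, a kinase of the spindle checkpoint, were detected on all 3 scr arrays and on no antisense array. DLGAP5 was at least 7.48-fold lower with AS1 and at least 6.01-fold lower with AS2, and BUB1 at least 3.77-fold and 3.03-fold lower. NCAPG, a condensin subunit, had log2 fold changes of -3.08 with AS1 (standard error 0.35, n = 3 arrays per group, adjusted p = 2.37e-04) and -3.28 with AS2 (standard error 0.35, adjusted p = 1.44e-04). CENPE, a kinetochore motor, changed by -1.66 with AS1 (standard error 0.35, adjusted p = 0.00707) and by -1.31 with AS2 (standard error 0.35, adjusted p = 0.0185). Of the 13 genes in Figure 2C, all 13 were called lower with both oligonucleotides, with and without AS2 replicate 2, though the paper chose them on these samples. The call of CENPE with AS2 was lost without scr replicate 1 (adjusted p = 0.0669), scr replicate 3 (adjusted p = 0.0617) or AS2 replicate 1 (adjusted p = 0.0540). Another probe of CENPE gave log2 fold changes of -2.55 with AS1 and -2.50 with AS2.

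**Figure D2:**
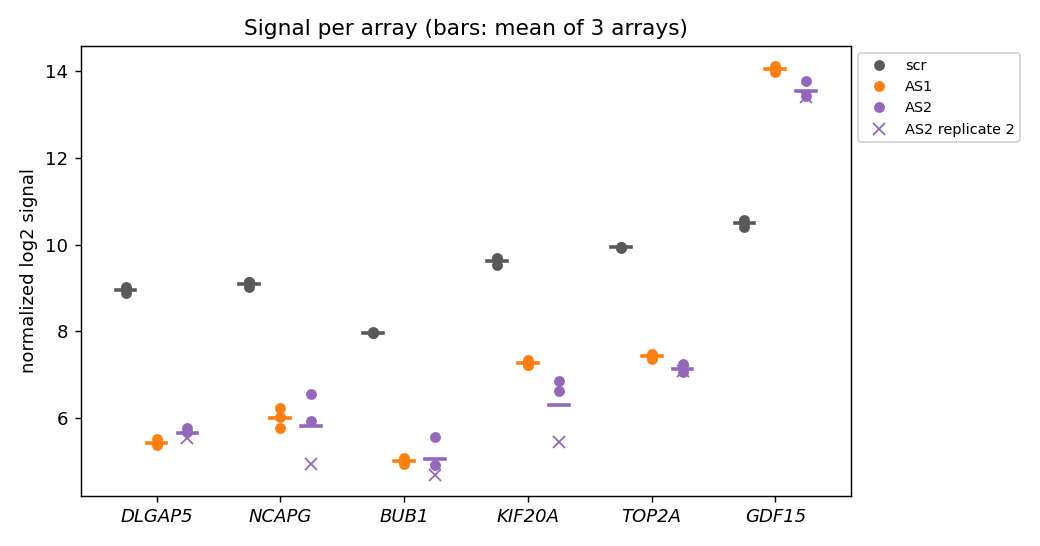
Normalized log2 signal of 5 mitotic genes that fell and of GDF15, which rose, on each of the 9 arrays. Points are single arrays, horizontal bars are means of 3 arrays, and the cross is AS2 replicate 2. For DLGAP5 the mean was 8.96 with scr, 5.43 with AS1 and 5.66 with AS2.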

The other sub-group of genes, whose expression was severely affected, included those encoding proteins responsible for mitotic progression (Figure 2C). In addition, the expression of genes encoding pre-mRNA processing factors (hnRNPs [hnRNP A, L & K]) and chromatin modifiers (HP1α [CBX5], TOP2A, TOP2B, SMC2 & SMC4) was also compromised in MALAT1-depleted cells (Figure 2D and Figure S2Ab–c). 

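Among pre-mRNA processing factors in MALAT1-depleted WI-38 cells, 8 of 26 hnRNP genes were lower with both oligonucleotides, 1 was higher and 17 did not pass the test (11 lower and 1 higher when adjusted over the list alone). The list had a median log2 fold change of -0.38 (camera, adjusted p = 3.89e-04), with adjusted p = 0.0698 with an estimated correlation. Of 84 splits of the arrays into 6 and 3, the real one included, 14 gave as large a camera result, so chance is not excluded. HNRNPAB fell by 1.56 on the log2 scale with AS1 and by 1.73 with AS2 (standard error 0.09, n = 3 arrays per group, adjusted p = 7.99e-06 and 4.44e-06). HNRNPA0 changed by -1.35 and -0.96 (standard error 0.13) and HNRNPL by -0.74 and -0.75 (standard error 0.17). HNRNPA2B1 changed by -0.91 and -0.45 (standard error 0.11) and HNRNPA1 by -0.63 and -0.71 (standard error 0.19, adjusted p = 0.0321 and 0.0175). HNRNPK had log2 fold changes of -0.20 and -0.12 with adjusted p of 0.357 and 0.542, and HNRNPA3 of -0.47 and -0.33 with adjusted p of 0.184 and 0.320. The member that rose was PTBP2, the neuronal polypyrimidine tract-binding protein, at 1.21 and 1.98 (standard error 0.15).
Of the genes that the paper groups as chromatin modifiers, TOP2A, topoisomerase IIα, changed by -2.51 and -2.80 on the log2 scale (standard error 0.13, adjusted p = 4.41e-06 and 1.49e-06), and SMC4, a condensin subunit, by -2.17 and -2.25 (standard error 0.22). TOP2B changed by -1.18 and -0.76 (standard error 0.15) and SMC2 by -0.93 and -0.64 (standard error 0.20). Another probe of SMC2 gave -1.57 with AS1 and -1.84 with AS2. CBX5, which encodes HP1α, had log2 fold changes of -1.39 with AS1 (adjusted p = 0.0605) and -2.08 with AS2 (adjusted p = 0.00994, standard error 0.48), and without AS2 replicate 2 of -1.40 and -1.41 (adjusted p = 4.49e-06 and 1.55e-05). It was also called with AS1 without AS2 replicate 3 (adjusted p = 0.0347).
HNRNPA3 and, with AS2, HNRNPK were called lower without AS2 replicate 2 (adjusted p of HNRNPK 0.0216), whereas calls were lost for HNRNPA1 without any 1 scr array or, with AS1, any 1 AS1 array (adjusted p of 0.0556 to 0.126), for SMC2 with AS2 without any 1 array but AS2 replicate 2 (0.0523 to 0.128), for HNRNPL with AS1 without scr replicate 2 (0.0502) or AS1 replicate 2 (0.0515), and for HNRNPA2B1 with AS2 without scr replicate 2 (0.0603). Under median scaling the hnRNP list (adjusted p = 0.157) and HNRNPA0, HNRNPA1, HNRNPL, HNRNPA2B1, PTBP2, TOP2B, SMC2 and, with AS1, HNRNPAB kept their direction and were not called, and with the mean of its probes HNRNPA2B1 had a log2 fold change of 0.04 with AS2.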

Depletion of MALAT1 using siRNAs also showed similar changes in the expression of genes encoding cell cycle regulatory proteins (Figure S2Ad). Immunoblot analyses further corroborated the qRT-PCR data (Figure 2E). However, the levels of some of the encoded proteins (e.g., BUB3) were comparable between control and MALAT1-depleted cells, even though mRNA levels were somewhat reduced in MALAT1-depleted cells (Figure 2E and Figure S2Aa). 

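Of 33 E2F targets of the G1/S transition with a detected probe, 24 were lower in MALAT1-depleted WI-38 cells with both AS1 and AS2, 1 was higher and 8 did not pass the test (25 and 1 when adjusted over the list alone). The median log2 fold change of the list was -1.10, or -0.89 with 7 members at their detection bound (camera, adjusted p = 6.19e-12, and adjusted p = 0.0199 with an estimated correlation). UHRF1, which maintains DNA methylation at replication, changed by -2.14 with AS1 and by -2.31 with AS2 (standard error 0.14, n = 3 arrays per group, adjusted p = 1.50e-05 and 7.09e-06). MCM6, a subunit of the replicative helicase, changed by -1.99 and -2.20 (standard error 0.17), and CCNA2, which encodes cyclin A2, by -1.93 and -2.08 (standard error 0.19). E2F1 itself was detected on 4 of the 9 arrays and had log2 fold changes of -0.12 and -0.38 (standard error 0.38, adjusted p = 0.854 and 0.467). The number lower with both was 27 without AS2 replicate 2. The list shares members with the DNA replication list and is not a separate test of it. It was drawn up when the paper's values for these arrays had been seen, so its direction is not independent evidence.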

Based on our microarray results, it was evident that several E2F target mRNAs were downregulated upon MALAT1 depletion. In this regard, a recent study documented the role for MALAT1 in controlling E2F1 function [54]. Surprisingly, a few of the bona fide E2F1 target gene mRNA levels remained unaltered in MALAT1-depleted cells (PCNA, Figure S2Ae), suggesting that MALAT1 downregulation in fibroblasts did not completely disrupt E2F1 activity.

**Figure 2:**
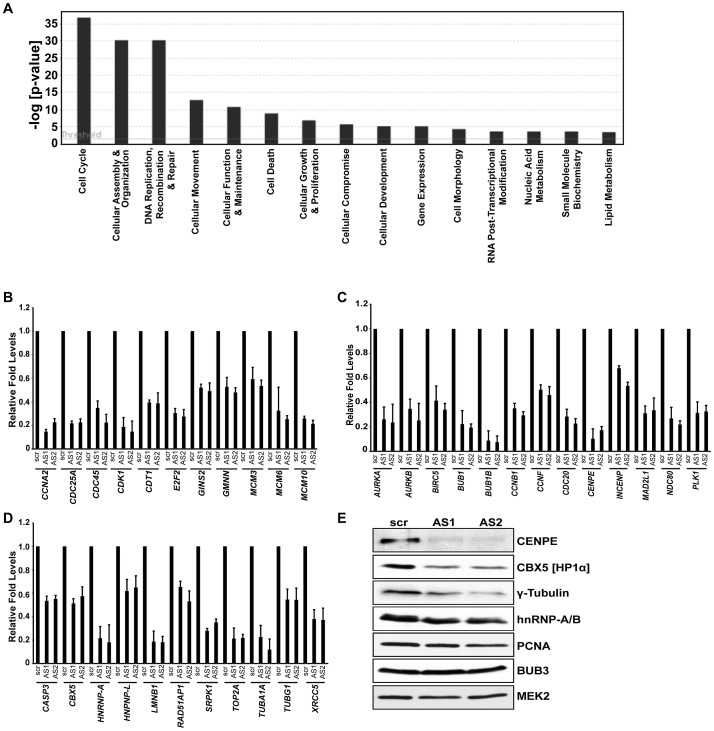
Microarray analysis in HDFs reveal that MALAT1-depletion reduces the expression of genes involved in cell cycle progression. (A) Top significant biological processes for genes whose transcript levels are reduced (Z ratio ≥2.5) in MALAT1-depleted fibroblasts. Cell cycle is the most affected biofunction in MALAT1-depleted cells. (B–D) qRT-PCR analyses in control (scr) versus MALAT1-antisense (AS1 & AS2) oligo-treated HDFs reveal decreased mRNA levels of genes involved in G1/S transition (B), mitotic progression (C), and other general cellular processes (D) upon MALAT1 depletion. (E) The expression of indicated genes is determined by immunoblotting using extracts from control and MALAT1-depleted WI-38 cells. MEK2 is used as loading control.

GO analyses indicated that the p53 signaling pathway was the second most represented biofunctional pathway that was activated upon MALAT1 depletion (Figure S2Bb). This was further confirmed by the observation that MALAT1-depleted cells showed increased expression of p53 and several of its target genes (p21 [CDKN1A], GADD45A, 45B, TP53INP1; Figure 1E, 1F and Figure S2Bc).

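p53 target genes were on balance higher in MALAT1-depleted WI-38 cells. Of 41 targets with a detected probe, 18 were called higher with both oligonucleotides, 2 lower and 21 in neither direction with both (21 higher and 2 lower when adjusted over the list alone). The median log2 fold change was 0.49 (camera, adjusted p = 1.81e-06), and the call held with an estimated correlation (adjusted p = 0.0490 with an estimated correlation). GDF15, a secreted stress cytokine, had log2 fold changes of 3.55 with AS1 (standard error 0.11, n = 3 arrays per group, adjusted p = 2.62e-07) and 3.05 with AS2 (standard error 0.11, adjusted p = 1.16e-06). SPATA18, a regulator of mitochondrial quality, changed by 1.01 and 1.62 (standard error 0.13). Leaving out AS2 replicate 2 gave 24 members higher with both and 4 lower. The list was drawn up when the paper's values for these arrays had been seen, so its direction is not independent evidence. Under median scaling the list was still called higher than the other genes by camera (adjusted p = 0.00113), a comparison that a shift of all genes leaves unchanged. The median log2 fold change of all genes was then -0.40 with AS1 and -0.63 with AS2, so that call does not show a rise against scr. GDF15 was still called higher than scr under that scaling, while SPATA18 was not called (adjusted p = 0.771 with AS1 and 0.386 with AS2).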

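Among p53 targets that hold the cell cycle or answer DNA damage, GADD45B, GADD45A, TP53INP1, MDM2 and CDKN1A were higher on the arrays with both oligonucleotides, whereas, of genes chosen after their values were seen, CCNG1 (log2 fold change of 0.27 and 0.74), SESN1 (0.34 and 0.58), ZMAT3 (0.23 and 0.37) and POLH (-0.28 and -0.29) were not called with both and PLK2 (-0.47 and -1.22) was lower with AS2. GADD45B had log2 fold changes of 1.61 with AS1 and 1.47 with AS2 (standard error 0.17, n = 3 arrays per group, adjusted p = 1.58e-04 and 2.25e-04), and GADD45A of 1.32 and 1.15 (standard error 0.12, adjusted p = 7.19e-05 and 1.41e-04). TP53INP1 changed by 1.07 and 1.11 (standard error 0.24), and MDM2, the ubiquitin ligase of p53, by 0.92 and 1.80 (standard error 0.23). CDKN1A, which encodes p21, changed by 0.39 and 0.45 on its brightest probe (standard error 0.10, adjusted p = 0.0158 and 0.00703), and another of its probes gave 1.32 and 1.15. Of the 7 genes in Figure S2Bc, 5 were higher with both over 9 arrays and 6 without AS2 replicate 2. IL6 had log2 fold changes of 0.40 and 0.07 (adjusted p = 0.162 and 0.789) and CXCL8, the gene of IL-8, of 1.80 and -0.05 (adjusted p = 0.0510 and 0.950).
The call of MDM2 with AS1 was lost without any 1 scr or AS1 array (adjusted p of 0.0516 to 0.0699), and that of CDKN1A with AS1 without scr replicate 1 or 2 or AS1 replicate 1 or 3 (adjusted p of 0.0643 to 0.0729). Under median scaling none of these 5 genes was called with both oligonucleotides, and CDKN1A had a log2 fold change of -0.34 with AS2.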

Finally, we demonstrated that the exogenously expressed full-length MALAT1 could rescue the expression of several of the cell cycle genes in the absence of endogenous human MALAT1 (Figure S2Bd), supporting the involvement of MALAT1 in regulating the expression of these genes in human fibroblasts.

### MALAT1-depleted human diploid fibroblasts fail to progress through the G1 phase

MALAT1 is upregulated during the G1/S phase of cell cycle and its depletion showed reduced expression of genes involved in the G1/S transition. This prompted us to examine whether MALAT1 plays a role in G1/S progression. To test this, HDFs were synchronized in G0 (quiescence) by serum starvation and released from quiescence for various time points (0 hr, 24 hr and 36 hr) in the presence or absence of MALAT1 (Figure 3A). qRT-PCR analysis revealed that MALAT1 was significantly depleted at each of the time points analyzed (Figure S3). Flow cytometry data showed that control (scr) oligo-treated cells displayed normal cell cycle progression upon addition of serum (24 and 36 hr after release) (Figure 3B). However, MALAT1-depleted cells (MALAT1-AS1 & -AS2) did not respond to serum and showed defects in S-phase entry with cells accumulated with 2C DNA content (Figure 3B). *In vivo* BrdU incorporation assays also revealed significantly reduced proliferation in MALAT1-depleted cells, indicating cell cycle progression defects (Figure 3C). Finally, in scr-oligo-treated G0 cells, addition of serum induced the expression of genes involved in G1/S transition and S-phase progression, whereas MALAT1-depleted cells failed to activate most of these genes (Figure 3D and 3E). These results suggest that in HDFs, depletion of MALAT1 specifically at G0 prevents the progression of cells into S phase. Our flow cytometry data could not differentiate whether the MALAT1 depleted cells were arrested in G0 or G1 phase of the cell cycle. However, the absence of ORC1, an integral component of the origin recognition complex for DNA replication that is expressed during G1 phase [57], strongly suggests that the cells remained arrested in G0 upon MALAT1 depletion (Figure 3D and 3E).

**Figure 3:**
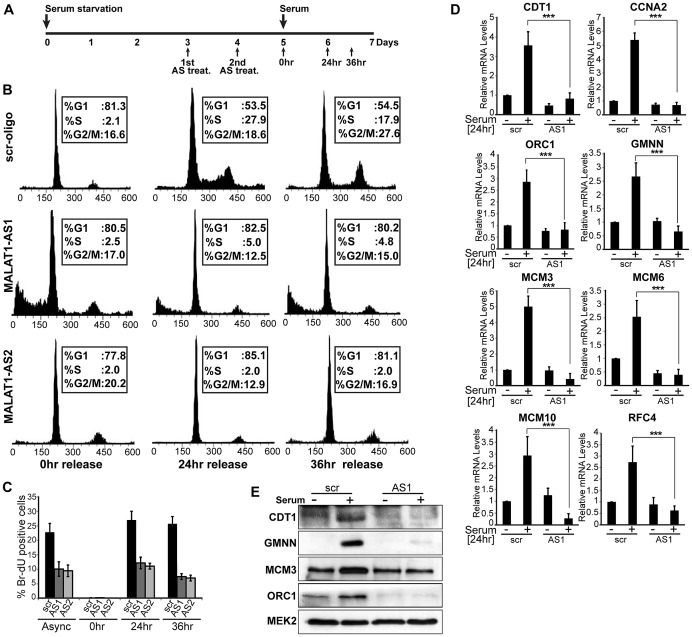
MALAT1-depleted HDFs show defects in G1 to S transition. (A) Flow chart depicting the experimental design. HDFs (WI-38 cells) are G0 arrested by serum starvation, followed by MALAT1depletion (AS treat.) and released from quiescence (G0) by the addition of serum and further examined for G1/S progression in presence or absence of MALAT1. (B–C) Flow cytometry analyses and BrdU-incorporation assays of control (scr-oligo) and MALAT1-depleted cells (AS1 & AS2). (D–E) Effect of MALAT1 knockdown on serum-induced growth control gene expression. Serum-starved WI-38 cells are depleted of MALAT1 followed by serum stimulation, and relative mRNA and protein levels of indicated genes are determined by qPCR and immunoblot analyses. Mean ± SEM,**p<0.01 and ***p<0.001.

### p53 is a key downstream mediator of MALAT1

MALAT1-depleted HDFs showed a reduction in S-phase cells with a concomitant increase in G1. However, HeLa cells, upon MALAT1 depletion (either using DNA antisense oligonucleotides or siRNAs) showed prominent G2/M arrest with nuclear breakdown phenotype, primarily due to defects in chromosome segregation and spindle assembly (Figure 4A, Figure S4A–S4C). These defects could be partially rescued by the exogenously expressed mouse Malat1, indicating that MALAT1 is involved in mitotic progression (Figure S4Da–b). To determine whether MALAT1 depletion in HeLa cells results in S phase defects (similar to HDFs), we synchronized HeLa cells in mitosis, and released them in presence or absence of MALAT1 and examined the cell cycle progression. We could not arrest HeLa cells in G0 by serum starvation, consistent with the absence of a quiescent state in HeLa cells. Therefore, we synchronized them in prometaphase by nocodazole treatment, transfected with control or MALAT1-specific antisense oligonucleotides and released them for different time points (12, 15 & 18 hrs release) (Figure S4Ea–c). Flow cytometry analyses revealed that both control and MALAT1-depleted HeLa cells showed normal S-phase progression (Figure S4Ea). BrdU incorporation analyses in control and MALAT1-depleted HeLa cells also corroborated the flow data (Figure S4Ec). These results indicate that unlike in normal HDFs, depletion of MALAT1 in HeLa cells did not result in S phase arrest. Since MALAT1-depleted HDFs and HeLa cells showed different phenotypes, we examined the effect of MALAT1 depletion in different cell lines. Indeed, we observed cell line- or cell type-specific responses upon MALAT1 knockdown (Figure S4F). In general, human fibroblasts with a finite life span showed proliferation defects (WI-38, IMR-90 cells), whereas cancer or immortalized cell lines displayed a wide spectrum of abnormalities upon MALAT1 depletion. Surprisingly, MALAT1-depleted HepG2 cells (hepatocarcinoma) did not show any obvious phenotype even though we achieved similar levels of MALAT1 knockdown in these cells. Similarly, depletion of Malat1 in mouse primary (mouse embryonic fibroblasts, MEFs) and transformed fibroblasts (NIH3T3) did not reveal any phenotype (also see [58] (Figure S4F).

**Figure 4:**
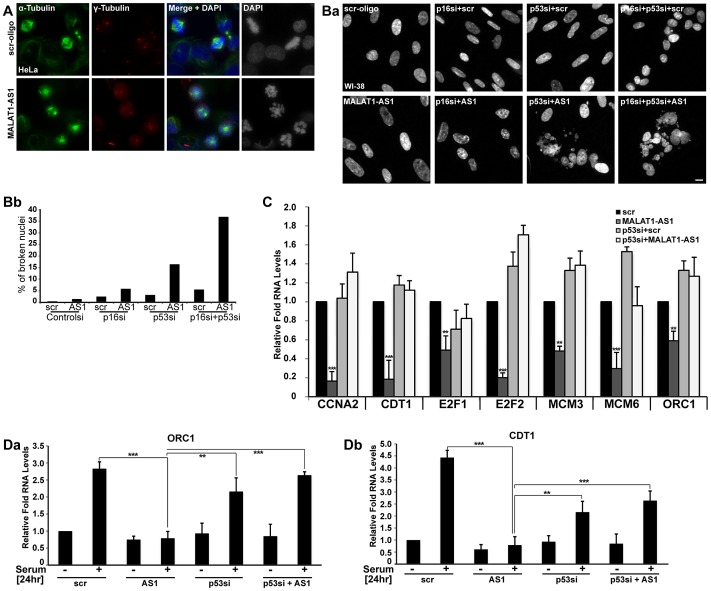
p53 is a downstream mediator of MALAT1. (A) Immuno-localization of α- and γ-tubulin in control (scr-oligo) and MALAT1-depleted (MALAT1-AS1) HeLa cells. Note the presence of monopolar and multipolar asters and highly condensed chromosomes in MALAT1-depleted cells, indicating chromosome segregation defects. (Ba) DNA staining (using Hoechst 33258 dye) in WI-38 cells reveals that co-depletion of MALAT1 and p53 or p53/p16^Ink4A^ results in nuclear breakdown defects. (Bb) Percentage of broken nuclei in control and MALAT1-depleted WI-38 cells in presence or absence of p53 and/or p16^Ink4A^. (C) The relative expression of indicated genes is determined by qRT-PCR analyses from RNA isolated from WI-38 cells that are treated with control or p53 siRNAs and/or control or MALAT1 antisense oligonucleotides. (Da–b) Serum-starved WI-38 cells that are depleted of p53 or MALAT1 or p53 + MALAT1 followed by serum stimulation, and relative mRNA levels of indicated genes are determined by qRT-PCR analyses. The DNA is counterstained with DAPI (A) or Hoechst 33258 (B). Scale bar represents 5 µm. Mean ± SEM,**p<0.01 and ***p<0.001.

Furthermore, detailed analyses revealed that upon MALAT1 depletion, cell lines containing low p53 and/or p16^INK4A^ (*CDKN2A or p16*) activity, including HeLa and U2OS [59], [60] did not display obvious S-phase defects but continued to show severe mitotic abnormalities. We reasoned that depletion of MALAT1 in cells with low p53/p16 activity might not activate the G1/S or intra-S phase checkpoints. In the absence of intact p53, MALAT1-depleted cells, despite having damaged DNA, progressed through G1/S and S phase but eventually arrested in mitosis [50]. To test this possibility, we depleted MALAT1 in WI-38 and WI-38-VA13 subline 2RA cells (WI-38 cells transformed using SV40 T-antigen and as a result have reduced p53 and p16 activity) [61] and examined the cellular phenotype. In contrast to WI-38 cells, MALAT1-depleted WI-38-VA13 cells displayed dramatic mitotic abnormalities and nuclear breakdown phenotype (Figure S4G). Loss-of-function analyses using siRNAs/antisense oligonucleotides against p53, p16 and MALAT1 indicate that WI-38 cells that were co-depleted of MALAT1 along with p53 or p53 and p16 did not show defects in S-phase entry but displayed breakdown of nuclei and mitotic defects (Figure 4Ba–b, Figure S4H). We also examined the alterations in the expression of genes involved in G1/S or S-phase progression in MALAT1 and p53 co-depleted WI-38 cells (Figure 4C). Cells depleted of MALAT1 alone showed reduced expression of several cell cycle genes. However, cells depleted with p53 alone or p53 along with MALAT1 showed normal expression of genes involved in G1/S transition (Figure 4C). We also examined the serum-stimulated response of genes involved in G1/S or S-phase progression in HDFs that were depleted of MALAT1 alone or were co-depleted of MALAT1 along with p53. Unlike the MALAT1 alone-depleted cells, both p53 alone or p53 + MALAT1 co-depleted cells responded to serum by stimulating the expression of genes involved in cell cycle progression (Figure 4Da–b, Figure S4I). These results indicate that functional p53 is vital to evoke G1 or S phase arrest in MALAT1-depleted cells.

An earlier study reported the involvement of MALAT1 in regulating the activity of E2F1 transcription factor by modulating the PC2 polycomb protein-mediated sumoylation of E2F1 [54]. Both p53 pathway and E2F1-mediated transcriptional activity are interconnected and reduction in E2F1 activity or activation of p53 can elicit similar responses, including cell cycle arrest. To determine which event (reduced activity of E2F1 or activation of p53) is primarily responsible for the cell cycle arrest observed in MALAT1-depleted HDFs, we conducted a time course analysis and assessed p53 and E2F1 activity at different time points after MALAT1 depletion (Figure 5). HDFs showed increased p53 activity within 12 hrs of MALAT1 depletion, as observed by increased p53 levels as well as enhanced expression of p53 response genes, including p21 and GADD45a (Figure 5Aa–c, 5B). Interestingly, cells also showed increased levels of γH2AX within 12 hrs of MALAT1 depletion, suggesting double stranded DNA damage response (DDR) (Figure 5B). These results indicate that induction of p53 upon MALAT1 depletion could be a consequence of double-stranded DNA damage response (DDR). We also examined changes in the expression of E2F1 and its target genes at different time points after MALAT1 depletion. Control and MALAT1-depleted HDFs displayed comparable E2F activity within 12 hrs of MALAT1 knockdown (Figure 5Ad–e, Figure S5Aa–b). However, MALAT1-depleted cells showed reduced levels of E2F1 mRNA and other E2F1 transcription targets after 24 and 48 hr of MALAT1 depletion (Figure 5Ad–e, Figure S5Aa–b). Moreover, control and MALAT1-depleted cells showed similar levels of phosphorylated retinoblastoma (Rb) protein within 12 hrs of MALAT1 silencing. Interestingly, HDFs showed reduced Rb phosphorylation after 24 hr of MALAT1 depletion. Rb is a key factor that controls cell proliferation by regulating progression through the restriction point in G1-phase of the cell cycle. Rb by associating with E2F family proteins negatively regulates E2F transcriptional activity [62]. Cell cycle-dependent hyper-phosphorylation of Rb by cyclin-dependent kinases (CDKs) prevents the association of Rb with E2Fs, allowing cell cycle progression. In MALAT1-depleted cells, p53 accumulation precedes the loss of Rb-phosphorylation. This suggests that the loss of E2F activity upon MALAT1 depletion occurs downstream of p53 activation and is perhaps a consequence of p53-dependent checkpoint activation. How DDR is evoked and how p53 is activated upon MALAT1-depletion remains to be determined. At an earlier time point (12 hr), control and MALAT1-depleted cells showed comparable levels of HDM2/MDM2, a negative regulator of p53 (Figure 5B). However, MALAT1-depleted cells showed increased levels of HDM2 at 24 and 48 hr time points, demonstrating p53-negative feed back loop mechanism.

**Figure 5:**
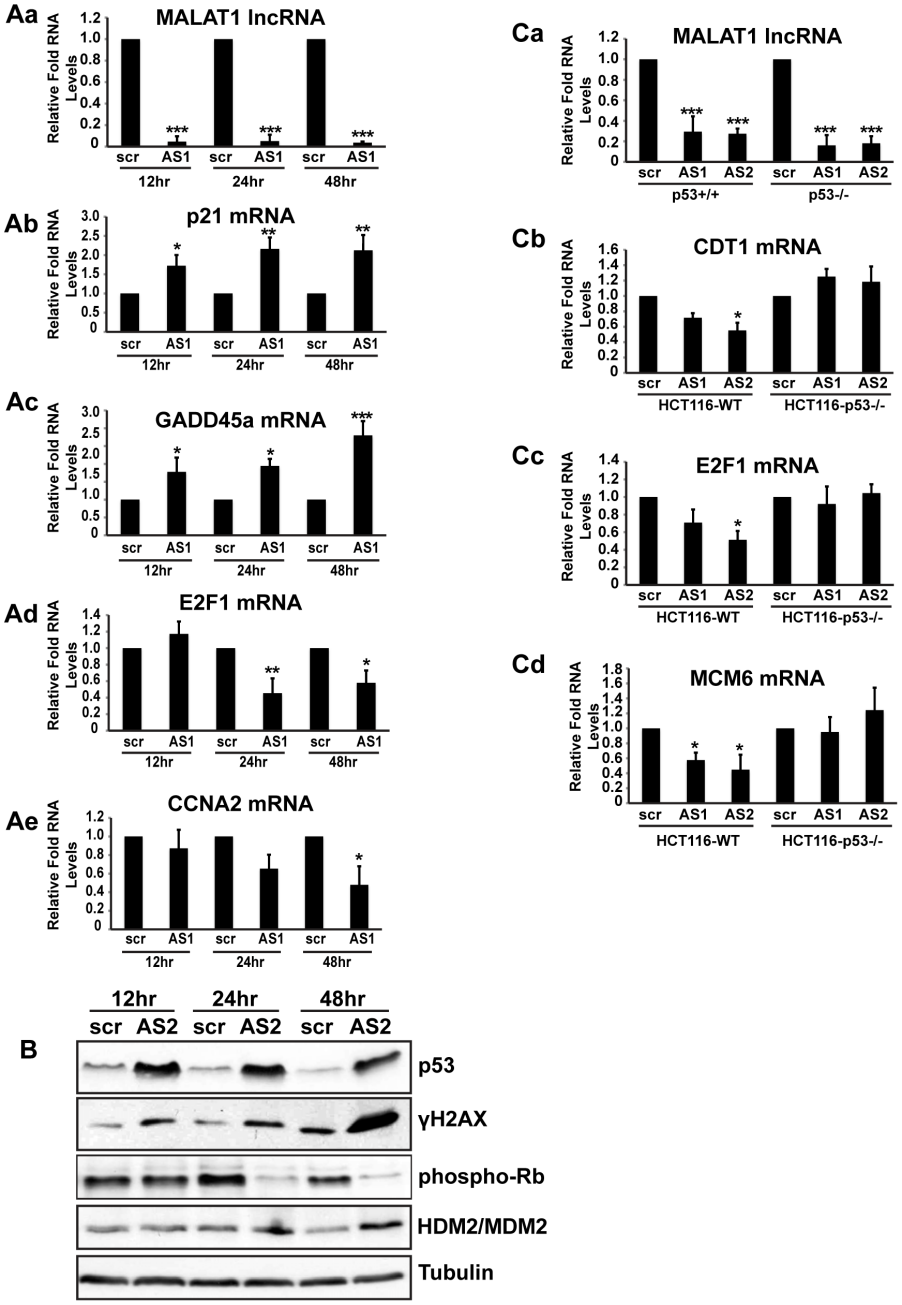
p53 activation is essential for the S-phase defects observed in MALAT1-depleted human cells. (A–B) HDFs (WI-38) are incubated with control (scr) or MALAT1 antisense oligonucleotides (AS1, AS2), and total RNA and protein is isolated at indicated time points (12, 24 & 48 hr). The relative RNA and protein levels of indicated genes are determined by qPCR and immunoblot analyses. Note that the p53 target gene mRNA levels (p21, GADD45a) are increased within 12 hrs of MALAT1 knock down whereas E2F target mRNA (E2F1, CCNA2) levels are reduced only after 24 hrs of MALAT1 depletion. Similarly, MALAT1-depleted cells (all the time points) show increased levels of p53 and γH2AX. However Rb phosphorylation is reduced only 24 hrs after MALAT1 depletion. (C) Relative RNA levels of indicated genes in control (scr) and MALAT1-depleted (AS1 & AS2) HCT116-WT and HCT116-p53 −/− cells. MALAT1-depleted HCT116 p53−/− cells do not show reduction in the levels of E2F target gene mRNAs. Tubulin is used as a loading control. Mean ± SEM, *p<0.05, **p<0.01 and ***p<0.001.

To determine the importance of p53 activation in the reduced E2F activity and cell cycle arrest observed upon MALAT1 depletion, we compared E2F activity in isogenic wild-type (WT) and p53 −/− HCT116 cells in the presence or absence of MALAT1. Similar to what was observed in HDFs, MALAT1-depleted HCT116-WT cells showed reduced levels of E2F1-target mRNAs (Figure 5Ca–d, Figure S5Ba–c). However, HCT116-p53 −/− cells showed similar levels of E2F-transcribed mRNA in control and MALAT1-depleted cells (Figure 5Ca–d, Figure S5Ba–c). Based on these results, we conclude that a functional p53 is essential for the reduced E2F activity and proliferation defects observed in MALAT1-depleted human cells. It is not clear how MALAT1 influences p53 activity. Transient overexpression of MALAT1 in HDFs did not alter p53 levels (Figure S5Ca–b), indicating that p53 activation in MALAT1-depleted cells could be a part of specific stress response, including DDR.

### Human MALAT1 is required for mitotic progression

The mitotic defects observed in MALAT1-depleted cells suggested that either MALAT1 has a role in mitosis via regulating the expression/pre-mRNA processing of genes that are involved in mitosis, or the defect observed in p53-deficient cells is a result of damaged DNA or stalled replication forks. 

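Mitotic genes fell together on the WI-38 arrays. In the camera test with the preset correlation and under each of 21 settings of the analysis, the mitosis list had the smallest p of the 17 lists, and the list of B-MYB and FOXM1 targets the second smallest in 21 settings. With an estimated correlation the order was reversed (adjusted p = 0.00865 for mitosis and 0.00524 for B-MYB and FOXM1 targets), as it was in the rotation test fry (adjusted p = 4.90e-07 and 3.06e-07). KIF20A, a kinesin of the central spindle, had log2 fold changes of -2.36 with AS1 (standard error 0.31, n = 3 arrays per group, adjusted p = 5.29e-04) and -3.32 with AS2 (standard error 0.31, adjusted p = 6.43e-05). UBE2C, the ubiquitin-conjugating enzyme of the anaphase-promoting complex, changed by -2.12 and -3.23 (standard error 0.34). The lists of mitosis and of B-MYB and FOXM1 targets share members, so that they are not independent of each other. They held 75 and 28 tested members, with median log2 fold changes of -1.76 and -1.77. Both were drawn up when the paper's values for these arrays had been seen, so their rank is not independent evidence. The 21 settings also reuse the same arrays. The pathway scoring of Figure S6 was not rerun here.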

Interestingly, mitosis was scored as the most significant canonical pathway of the cell cycle genes that were downregulated in MALAT1-depleted fibroblasts (Figure S6A and S6B). Also, MALAT1 levels were higher during mitosis compared to G2, further supporting the potential involvement of MALAT1 in mitotic progression (Figure 1A). To further examine the potential involvement of MALAT1 in mitotic progression, HeLa (Figure 6A–6C, Figure S6C) or WI-38 (Figure 6D–6E, Figure S6D–S6F) cells were synchronized in G1/S and were released to S-phase in presence of control and MALAT1 antisense oligonucleotides. qRT-PCR results revealed that in G1/S-arrested cells, the levels of MALAT1 were comparable between control (scr) and MALAT1 antisense oligo-treated cells (Figure S6C, scr aphidi. 0 hr rel vs AS1 aphidi. 0 hr rel). However, 12 and 24 hr after G1/S release, cells showed efficient knockdown of MALAT1 (Figure S6C, scr 12 or 24 hr aphidi. rel vs AS1 12 or 24 hr aphidi. rel), indicating that MALAT1 was depleted only in cells beyond G1/S. Flow cytometry analyses showed that the scr-oligo-treated cells showed normal cell cycle progression (Figure 6B). By contrast, while MALAT1-depleted cells showed normal progression in the first 12 hr of release, a significant population of them subsequently accumulated in mitosis by 24 hr after release (Figure 6B, G2/M cells 21% in control vs 37% in MALAT1-depleted cells). Microscopic analyses of the 24 hr-release cells revealed a higher percentage of broken nuclei in MALAT1-depleted cells, indicative of mitotic defects (Figure 6Ca–b). Similar results were also observed in MALAT1-depleted WI-38 cells (Figure S6D–S6F). We also compared the changes in expression of genes involved in mitosis in the 24 hr post G1/S release cells in control (scr-24 hr rel) versus MALAT1-depleted (AS1-24 hr rel) WI-38 cells. In comparison to control cells (scr-24 hr rel), MALAT1-depleted cells (AS1-24 hr rel) showed a consistent reduction in the RNA and protein levels of several of the mitotic genes analyzed (Figure 6D and 6E). Altogether, our results suggest that in human cells, MALAT1 plays a crucial role in mitotic progression that is independent of its involvement in G1 to S transition.

**Figure 6:**
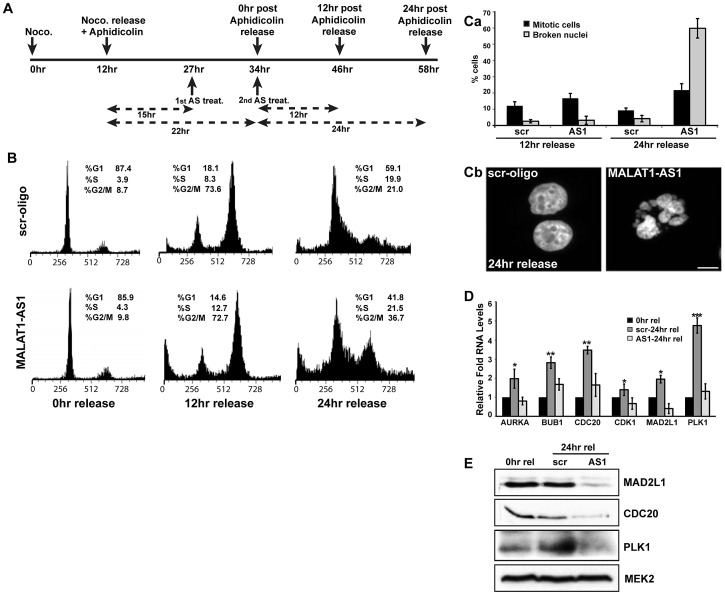
MALAT1 is required for mitotic progression. (A) Flow chart depicting the experimental design. HeLa cells are synchronized in mitosis by nocodazole, released in presence of aphidicolin to synchronize in G1/S. MALAT1 is depleted specifically in G1/S arrested cells and the cells were released for 12 and 24 hr to examine the role of MALAT1 in S-phase and mitotic progression. (B) Flow cytometry analyses of control (scr-oligo) and MALAT1-depleted cells (AS1) post G1/S release. Note the increase in G2/M population in MALAT1-depleted cells (24 hr release). (Ca) Percentage of mitotic cells and cells with broken nuclei in control and MALAT1-depleted cells post G1/S (12 & 24 hr) release. (Cb) Hoechst 33258-stained nuclei in control and MALAT1-depleted HeLa cells post 24 hr G1/S release. (D & E) Effect of MALAT1 knockdown on mitotic gene expression in HDFs. G1/S synchronized WI-38 cells are depleted of MALAT1 followed by release for 24 hr, and relative mRNA and protein levels of indicated genes are determined by qRT-PCR and immunoblot analyses respectively. Note that the MALAT1-depleted cells show reduced expression of mitotic genes compared to scr-oligo-treated cells in post 24 hr release of aphidicolin treatment. MEK2 is used as a loading control. Mean ± SEM, *p<0.05, **p<0.01 and ***p<0.001.

### MALAT1 regulates mitosis by controlling the expression of transcription factor B-MYB (Mybl2)

We previously demonstrated that in cancer cells, MALAT1 modulates alternative splicing of pre-mRNAs and regulates the cellular activity of SR splicing factors [50]. In order to determine whether the aberrant expression of cell cycle genes in MALAT1-depleted HDFs were due to alterations in alternative splicing, we analyzed the genome-wide changes in alternative splicing using exon microarrays in control and MALAT1-depleted HDFs (using two independent antisense oligonucleotides against MALAT1). Approximately ∼15% of genes showed changes in alternative splicing (cassette exon inclusion or exclusion) between control and MALAT1-depleted cells (Table S5), which is consistent with our previous findings in HeLa cells [50]. Surprisingly, GO analyses of the mRNAs with altered alternative splicing revealed that cell cycle was not among the top biological processes affected in MALAT1-depleted cells (Figure 7A). Indeed, we observed changes in alternative splicing of a few of the key mitotic regulators, including CENPE (Figure 7B). A large proportion of the cell cycle genes (involved in both G1/S transition and M phase) whose expression was reduced in MALAT1-depleted cells did not show any change in alternative splicing of their pre-mRNAs, implying that the expression of these genes was regulated at the level of transcription or mRNA stability. We reasoned that MALAT1 could influence the expression of key cell cycle regulators (transcription activator or repressor), and that would in turn result in the alteration of transcription of a large number of downstream cell cycle genes. We consistently observed alternative splicing changes for one such transcription regulator B-MYB in MALAT1-depleted cells (Figure 7B). B-MYB is a transcription factor that is required for the transcription of a large number of genes involved in mitotic progression [63], [64], [65]. To determine the involvement of MALAT1 in the SR splicing factor-mediated alternative splicing of B-MYB pre-mRNA, we examined the interaction of SRSF1 with B-MYB exons in the presence or absence of MALAT1. Ribonucleoprotein immunoprecipitation (RNA-IP or RIP) analysis using SRSF1 antibody followed by qRT-PCR revealed the increased association of SRSF1 to B-MYB exons in MALAT1-depleted WI-38 and HeLa cells (Figure 7C and Figure S7A). In addition to B-MYB, SRSF1 displayed increased association with CENPE exons in MALAT1-depleted cells. Both B-MYB and CENPE transcripts displayed aberrant alternative splicing in MALAT1-depleted cells (Figure 7B–7C). We had previously reported changes in alternative splicing of MGEA6 in MALAT1-depleted HeLa cells [50] but not in WI-38 cells (Figure 7B), indicating that MALAT1 could influence alternative splicing in a cell type specific manner. Interestingly, SRSF1 showed increased association to the alternatively spliced exon in MGEA6 only in MALAT1-depleted HeLa cell extracts (Figure S7A) and not in WI-38 cells (Figure 7C), indicating a positive correlation between changes in exon inclusion and increased association of SRSF1 to specific exonic regions upon MALAT1 depletion. Finally, HeLa cells overexpressing SRSF1 showed increased association of SRSF1 to mRNAs, including B-MYB and CENPE (Figure S7B). These results suggest that reduced cellular levels of MALAT1 enhanced the binding affinity of SRSF1 to specific pre-mRNAs, including B-MYB and CENPE pre-mRNA and influenced alternative splicing. We and others have previously reported that MALAT1-depleted cancer cells show increased levels (including the dephosphorylated pool) of SRSF1 [50], [66]. Therefore, the increased association of SRSF1 on B-MYB and CENPE exons observed in MALAT1-depleted cells could be due to the increased total SRSF1 pool. However, unlike HeLa cells, MALAT1-depleted HDFs (WI-38) and mammary epithelial cells (MCF7) did not show any increase in the total or dephosphorylated pool of SRSF1 (Figure S7Ca–c), indicating that other factor/s along with MALAT1 could contribute to changes in SR protein levels observed in MALAT1-depleted HeLa cells. Interestingly, WI-38 cells in which we co-depleted p53 and MALAT1 showed an increased pool of dephosphorylated SRSF1, further indicating the cooperation between MALAT1 and p53 (Figure S7Cd). Taken together, these results suggest that the changes in alternative splicing of pre-mRNAs observed upon MALAT1 depletion is not entirely due to alterations in the total cellular levels of SR proteins but could be due to alterations in the affinity of SR proteins to specific pre-mRNAs.

**Figure 7:**
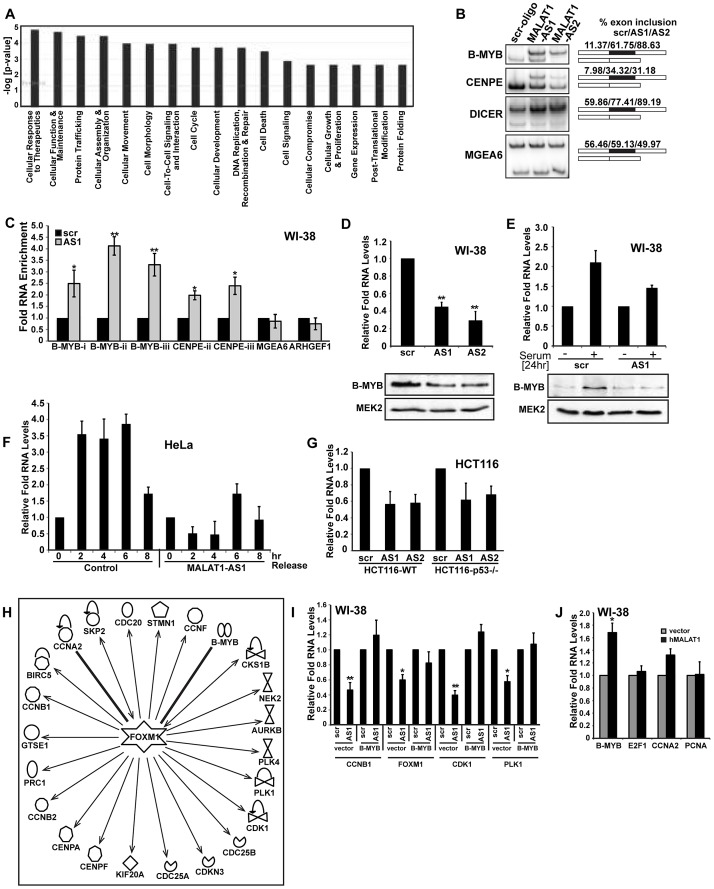
MALAT1 regulates mitotic gene expression by controlling the levels of B-MYB. (A) Top significant biological processes for genes whose alternative splicing was affected in MALAT1-depleted HDFs. (B) RT-PCR analysis using primers specific to exons in MALAT1-regulated alternative exons in indicated mRNAs show changes in alternative splicing in MALAT1-depleted WI-38 cells. Alternative exon-included (upper band) and -excluded bands (lower band) and the percentage change of alternative exon inclusion between scr-oligo/MALAT1-AS oligos (AS1 and AS2) observed is shown. Note that the alternative splicing of MGEA6 pre-mRNA is not altered upon MALAT1 depletion. (C) qRT-PCR analyses of SRSF1 RNA-IP samples from control and MALAT1-depleted (AS1) WI-38 cells reveal increased association of SRSF1 to B-MYB and CENPE mRNA. B-MYB-i-iii and CENPE-ii-iii correspond to separate sets of primers from independent exons of B-MYB and CENPE mRNA. (D) The relative expression and (E) serum-induced activation of B-MYB is determined by qRT-PCR and immunoblot analyses using RNA and protein from control (scr) and MALAT1-depleted (AS1 & AS2) WI-38 cells. (F) G1/S synchronization (0 hr) and release (2–8 hr) in control and MALAT1-depleted HeLa cells reveal reduced levels of B-MYB upon MALAT1 depletion as observed by qRT-PCR analyses. (G) The relative expression of B-MYB is determined by qRT-PCR analyses using RNA from control (scr) and MALAT1-depleted (AS1 & AS2) HCT116-WT and HCT116 p53 −/− cells. (H) Gene network analyses (Ingenuity pathways) indicate that a large number of mitotic specific genes that are downregulated upon MALAT1 depletion are regulated by B-MYB and FOXM1. Note that all the genes mentioned in this figure are downregulated in MALAT1-depleted fibroblasts. (I) Transient expression of B-MYB rescues the expression of mitotic specific genes in MALAT1-depleted WI-38 cells. (J) Relative expression of indicated genes is determined by qRT-PCR analyses in RNA from vector and MALAT1 overexpressed WI-38 cells. Note the increased B-MYB mRNA levels in MALAT1 overexpressed cells. Mean ± SEM, *p<0.05, **p<0.01 and ***p<0.001.

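Of the 24 genes that Figure 7H names, 23 had a detected probe on the WI-38 arrays, and all 23 were called lower with both AS1 and AS2, with and without AS2 replicate 2. FOXM1 had log2 fold changes of -1.17 with AS1 (standard error 0.20, n = 3 arrays per group, adjusted p = 0.00215) and -1.11 with AS2 (standard error 0.20, adjusted p = 0.00254). MYBL2, which encodes B-MYB, was the gene not tested, since its only probe was not detected on any of the 9 arrays. The figure's genes were chosen by the paper on these samples, so that their tally is not independent evidence of a direction. Under median scaling FOXM1 was no longer called with AS1 (adjusted p = 0.0883).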

Recent studies have demonstrated the role of B-MYB in the recruitment of the transcription factor FOXM1 at the promoter of mitotic genes in G2 phase and their transcription as B-MYB-depleted cells fail to recruit FOXM1 to the mitotic gene promoters and showed reduced mitotic gene expression and mitotic defects [64], [67]. Depletion of B-MYB is also known to destabilize FOXM1 transcripts [64]. MALAT1-depleted HDFs showed reduced levels of B-MYB mRNA and protein (Figure 7D and 7E) with a concomitant reduction in FOXM1 transcript levels (Figure S2Ab). B-MYB is transcriptionally induced during G1/S and S-phase of the cell cycle; therefore, reduced levels of B-MYB in MALAT1-depleted fibroblasts could be due to the defects in G1/S and S-phase progression [63], [64]. To determine this, we examined the levels of B-MYB in control and MALAT1-depleted HeLa cells since MALAT1-depletion in HeLa cells did not show defects in S-phase entry (Figure S4E). We observed reduced levels of B-MYB in MALAT1-depleted HeLa cells, indicating that the reduction in B-MYB levels upon MALAT1-depletion is not a reflection of defects in S-phase (Figure S7D). We have also confirmed this by conducting a time course experiment where HeLa cells were synchronized in G1/S, treated with control and MALAT1-specific antisense oligonucleotides and released so that the cells proceed to S and G2 phase. The levels of B-MYB mRNA were subsequently determined at various time points (Figure 7F and Figure S7E). In control cells, B-MYB mRNA level was increased during 2, 4, 6 hr post G1/S-release and showed a reduction at 8 hr post release from G1/S (Figure 7F) [64], [68]. However, MALAT1-depleted post G1/S cells, though showed normal S-phase progression, failed to activate B-MYB and continued to show reduced levels of B-MYB (Figure 7F and Figure S7E). These results reveal that cellular levels of MALAT1 control the expression and/or RNA processing of B-MYB.

B-MYB is an E2F1 target gene. It is possible that the changes in B-MYB expression observed in MALAT1-depleted cells could be due to reduced E2F1 activity. To determine this possibility, we compared the levels of B-MYB mRNA in HCT116 WT and p53 −/− cells in the presence or absence of MALAT1. Both WT and p53 −/− cells showed reduction in B-MYB mRNA levels upon MALAT1 depletion (Figure 7G). This was in contrast to other E2F target genes, whose expression remained unaltered in MALAT1-depleted p53 −/− cells (Figure 5Ca–d, Figure S5Ba–c). Furthermore, exogenously expressed E2F1 could not rescue B-MYB mRNA levels in MALAT1-depleted HDFs, indicating that the reduced B-MYB levels in MALAT1-depleted cells is not due to alterations in E2F1 activity (Figure S7F). Based on these results, we conclude that MALAT1 regulates B-MYB mRNA levels by controlling specific post-transcriptional events.

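All 28 tested members of a list of B-MYB and FOXM1 targets were lower in MALAT1-depleted WI-38 cells with both oligonucleotides, and the count was 28 when adjusted over the list alone and also without AS2 replicate 2. The median log2 fold change was -1.77, or -1.74 with the 3 members below detection at their bound (camera, adjusted p = 5.67e-21, and adjusted p = 0.00524 with an estimated correlation). Figure 7H and Tables S1 to S3 of the paper were known when the list was drawn up, so it is not independent evidence of its direction. Binding of either factor to these genes is not measured by the arrays.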

Pathway analyses indicate that the majority of mitotic genes downregulated in MALAT1-depleted fibroblasts were activated by FOXM1 and that B-MYB regulated this process (Figure 7H). Based on our results, we hypothesize that MALAT1 modulates the FOXM1-mediated transcription of mitotic genes by controlling the expression of B-MYB. To test this model, we conducted a rescue experiment where we transiently expressed B-MYB cDNA in MALAT1-depleted fibroblasts and examined the expression of mitotic genes. Cells transiently expressing B-MYB rescued the expression of FOXM1 and several of its targets (Figure 7I). These data demonstrate that B-MYB acts downstream of MALAT1 and the altered expression of a large number of mitotic genes in MALAT1-depleted fibroblasts are due to reduced levels of B-MYB. To determine whether the cellular levels of MALAT1 truly influence B-MYB expression, we overexpressed MALAT1 in fibroblasts and examined the relative changes in B-MYB mRNA levels. MALAT1-overexpressing cells showed an increase in the levels of B-MYB mRNA (Figure 7J and Figure S7G). At the same time, MALAT1 overexpression did not alter the levels of several other genes that are involved in cell proliferation (including E2F1 and PCNA), indicating that the cellular levels of MALAT1 specifically influence the expression of B-MYB.

## Discussion

The human genome contains a large number of lncRNAs that are dynamically expressed in tissue-, differentiation- and cell type-specific patterns. LncRNAs influence the expression and intracellular distribution of specific proteins and also recruit factors of the chromatin-modifying complexes to specific chromatin sites [4], [9], [10], [13], [15]. Aberrant expression of several lncRNAs is associated with cancer [28], [35], [37], [69]. In the present study, we examined the involvement of the abundant nuclear-retained lncRNA MALAT1 in cell cycle progression. MALAT1 is overexpressed in several cancer types, including lung, breast, colon and hepatocarcinoma, and overexpression of MALAT1 in various cell lines enhanced cell proliferation whereas in nude mice, increased levels of MALAT1 promoted tumor formation [28], [42], [52], [70], [71], [72], [73]. Recent studies have also demonstrated that depletion of MALAT1 impairs proliferative and invasive properties of cancer cells [52], [53], [70], [73]. These results imply that MALAT1 acts as a pro-proliferation gene. However, it was not clear how MALAT1 controls cell proliferation.

In human cells, MALAT1 interacts with several pre-mRNA splicing factors, including SR splicing factors, and MALAT1 influences alternative splicing of pre-mRNAs by regulating the distribution and activity of SR splicing factors. In general, SR splicing factors are constitutively expressed in all cell types and cell cycle stages. Despite this fact, alternative splicing is regulated in a cell type- or cell cycle-specific manner [74], [75]. Based on our recent observations, we propose that differential expression of MALAT1 in different cell types or cell cycle phases, acts as a ‘molecular sponge’ to titrate the cellular pool of SR splicing factors. This in turn creates a gradient of functionally competent splicing factors in the cell ultimately controlling alternative splicing. In support of this model, we demonstrated a cell cycle-regulated expression of MALAT1. Cellular levels of MALAT1 were high during G1/S and M; two important periods of the cell cycle where a cell either commits to enter DNA replication phase or undergoes cell division (M). Depletion of MALAT1 in human diploid cells compromised G1-to-S transition and mitotic progression. Transcriptome microarray in MALAT1-depleted human cells revealed downregulation of genes involved in G1/S and mitotic progression, further supporting the involvement of MALAT1 in cell cycle progression.

A recent study proposed a role for MALAT1 in cell cycle progression through its involvement in regulating E2F1 activity [54]. The authors suggested that MALAT1 modulates the interaction of unmethylated Pc2, a polycomb protein, with E2F1 in serum-activated cells, and such an association facilitates E2F1 SUMOylation, leading to the activation of serum-induced genes [54]. Further, MALAT1-depleted cells showed proliferation defects and an inability to activate E2F target genes upon the addition of serum. Based on these results, the authors proposed that the proliferation defects observed in MALAT1-depleted cells are due to the inactivation of E2F1 [54]. Similar to the previous study, we also observed cell cycle arrest and reduced expression of E2F target genes upon MALAT1 depletion only in specific cell lines (example includes HDFs). In these cells, MALAT1 depletion also resulted in the activation of p53 and its downstream target genes, including p21. It is well established that p53 induction results in cell cycle arrest, cellular senescence or apoptosis [76]. We speculate that the S-phase defects and activated cellular senescence observed in MALAT1-depleted fibroblasts is due to p53 activation and not due to E2F1 inactivation. Our conclusion is based on the observation that HeLa, U2OS, or WI-38-VA13, cells that display weak p53, p16 and Rb activity and retain normal E2F1 function (HeLa due to HPV18 infection, U2OS due to increased HDM2/MDM2 levels and WI-38-VA13 due to SV40 T-antigen) [59], [60], did not show G1 or G1/S arrest upon MALAT1 depletion. Additionally, the G1 arrest in MALAT1-depleted diploid fibroblasts could be successfully rescued by simultaneous depletion of p53. Furthermore, MALAT1 and p53 co-depleted HDFs and MALAT1-depleted HCT116 p53 −/− cells expressed E2F target genes involved in G1/S or S phase progression, indicating normal E2F activity. Finally time course study in MALAT1-depleted HDFs clearly demonstrated that p53 is activated prior to Rb dephosphorylation and E2F inactivation as is evident by the reduced expression of E2F target genes. These results strongly support our model that in normal diploid human lung fibroblasts, the G1- and S-phase defects observed upon MALAT1 depletion is primarily due to p53-mediated checkpoint activation. It remains to be determined how an lncRNA like MALAT1 influences p53 signaling pathway. It is possible that MALAT1 and p53 share a synthetically lethal relationship, where the silencing of one gene (MALAT1) is lethal in the context of the mutation in the second gene (p53). Such a synthetic lethal relationship has been previously reported for cdk2 and MYCN [77]. In this case, depletion of cdk2-induced apoptosis in neuroblastoma cells that overexpressed MYCN, whereas cdk2-depleted neuroblastoma cells with normal MYCN expression did not show any phenotype [77]. It is interesting to note that recent studies have demonstrated the role of other lncRNAs as the potential mediators of p53 signaling network [29], [40], [41].

Our study has demonstrated a role for MALAT1 in mitotic progression that is independent of its involvement in G1/S progression. Chromosome segregation defects were observed in cells even when MALAT1 was depleted in post G1/S stage of the cell cycle, indicating that the mitotic phenotype is not a consequence of defects in G1/S transition. MALAT1-depleted cells showed defects in the expression of a large number of genes involved in mitotic progression. At the same time, only a limited number of mitotic genes, including CENPE and B-MYB, displayed defects in alternative splicing upon MALAT1 depletion. CENPE is a kinesin-like motor protein that is specifically expressed during the G2 phase of cell cycle [78]. It localizes to kinetochores in pro-metaphase cells and plays a crucial role in both chromosome segregation and spindle elongation [78], [79], [80]. Altered splicing and reduced expression of CENPE in MALAT1-depleted cells could contribute to the mitotic defects. On the other hand, B-MYB is a transcription factor with known cell cycle control functions [63]. It is one of the dominant gene signatures for highly proliferative cells observed across multiple tumor types and is highly overexpressed in several cancers [81], [82], [83]. Recent studies demonstrated that during S-phase, B-MYB associated with the multiprotein MuvB complex and localized to the promoters of genes that are expressed during mitosis [64]. Further, the B-MYB-MuvB complex efficiently recruited FOXM1 transcription factor to the mitotic gene promoters and activated their transcription [64]. MALAT1-depleted cells showed a reduction in the cellular levels of B-MYB and its mitotic targets. Finally, exogenously expressed B-MYB rescued the expression of several of the mitotic genes in MALAT1-depleted cells. Based on these results, we suggest that the reduced expression of B-MYB in MALAT1-depleted cells is the major effector leading to aberrant mitotic gene expression. Interestingly, recently published ChiP-seq data reveals that B-MYB binds to the MALAT1 promoter and could potentially regulate MALAT1 expression, indicating that MALAT1 and B-MYB could be part of a positive regulatory loop [64].

In addition to the reduction in B-MYB and CENPE mRNA levels, MALAT1-depleted cells also showed changes in alternative splicing of B-MYB and CENPE transcripts and increased binding of SRSF1 to the exons of these transcripts. The change in alternative splicing of B-MYB and CENPE observed in MALAT1-depleted cells phenocopies that observed in cells overexpressing SRSF1. It is possible that the dynamic changes in MALAT1 levels during the cell cycle titrate the intracellular pool of SR proteins and its association with pre-mRNAs, which in turn influence alternative splicing, stability and expression of specific mRNAs, including B-MYB and CENPE. A recent study revealed differential binding of U2AF65 with MALAT1 in cells when the chromatin structure was perturbed [51]. Global increase in histone hyperacetylation decreased the recruitment of U2AF65 to pre-mRNAs, coincident with an increase in its binding to MALAT1 lncRNA [51]. This further supports the role that MALAT1 acts as a ‘molecular sponge’ to sequester the free pool of splicing factors in the nucleoplasm.

We and others have recently reported that the *in vivo* MALAT1 knockout (KO) mouse is viable and fertile and MEFs from the knock out (KO) mouse did not show any defects in alternative splicing and SR protein activity, indicating that MALAT1 is largely dispensable in mice [58], [84], [85]. The cell type- or organism-specific phenotype observed upon depletion of a particular gene is not specific to MALAT1, as earlier studies had reported similar results for other lncRNAs and protein-coding genes. In human cell lines, the HOTAIR lncRNA transcribed from the HOX C cluster inhibits transcription from HOX D cluster by guiding the recruitment of histone modifiers to specific chromatin in HOX D region [39], [86], [87]. However, a mouse in which the region of HOX C cluster spanning the entire *Hotair* was deleted, showed normal viability and did not show any defects in the HOX D cluster transcription and/or chromatin modifications [88]. Cyclin-dependent kinase 2 (cdk2), a kinase that along with cyclin E is known to play an important role in cell proliferation and G1/S transition, is another classical example of a gene that exerts a cell type- or cell line-specific phenotype upon its depletion. The *in vivo* cdk2 knock out mouse is viable and does not show any obvious defects in normal mitotic cell division cycles [89], [90]. However, depletion of cdk2 showed severe S-phase defects in several human cell lines (HeLa [cervical carcinoma], NCI-H1299 [non-small cell lung carcinoma], A375 & SKMEL5 [both melanoma]) [91], [92], [93], [94] but not in others (SW480 and HT-29 [both colon carcinoma]) [93], [95]. Similar to cdk2, *in vivo* KO mice for several other genes involved in cell proliferation (cyclin E, Cdk4, cyclin D) clearly lacked phenotypes, but showed cell proliferation defects when they were depleted in human cell lines. Finally, cyclin A2 KO mouse is embryonic lethal, as cyclin A2 is required for proliferation in hematopoietic and embryonic stem cells but is not required for cell cycle progression in mouse embryonic fibroblasts, further supporting the cell type-specific role of cell cycle regulators [96]. MALAT1 is involved in a cell type- or tissue type-specific function; accordingly, its depletion shows defects only in specific cells from those tissue lineages. In this context it is known that in mouse, MALAT1 shows a tissue-specific and developmental state-specific expression [43], [58]. Further, the genes whose expression is known to be controlled by MALAT1 could function in a cell type- or tissue type-specific manner. For example, B-MYB knockdown in fibroblasts induces cell cycle arrest and apoptosis [97], [98]. However, B-MYB is found to be dispensable for the proliferation of glioblastoma cells [65].

We have shown that in human cells MALAT1 positively regulates the expression of the oncogenic transcription factor B-MYB. It is interesting to note that the aberrant expression of MALAT1 has also been observed in several cancers [42], [72], [99]; whether such altered expression is a cause or an effect of carcinogenesis needs to be determined. Based on our results, we propose that abnormal expression of MALAT1 in specific cell types or tissues results in aberrant alternative splicing leading to misexpression of genes that are involved in cell cycle progression and/or cell death, thereby contributing to tumor progression.

## Materials and Methods

### Cell culture

HeLa, U2OS, HepG2, WT-MEFs were grown in DMEM containing high glucose, supplemented with penicillin-streptomycin and 10% fetal bovine serum (FBS) (Hyclone, Logan, UT). WI-38, WI-38-VA13 and IMR-90 cells were grown in DMEM containing high glucose + 10% FBS, and 1% non-essential amino acid (NEA). RKO cells were grown in MEM containing high glucose + 10% FBS (Hyclone). HCT116-WT and p53 −/− cells were grown in McCoy's 5A medium + 10%FBS. NIH-3T3 cells were grown in DMEM containing high glucose supplemented with 10% Bovine calf serum (BCS).

### Antisense oligonucleotide and siRNA treatment

Phosphorothioate internucleosidic linkage-modified DNA antisense oligonucleotides were used to deplete human MALAT1. The oligonucleotides were transfected to cells two times (48 hr) within a gap of 24 hr, at a final concentration of 100 nM, using Lipofectamine RNAimax reagent as per the manufacturer's instructions (Invitrogen, USA). Double-stranded siRNAs (Sigma-Genosys, USA) [100] were also used to deplete MALAT1 from cells at a final concentration of 40–50 nM. Depletion of p53 and p16 were performed by smart-pool siRNAs (Dharmacon, Thermoscientific, USA) at 10 nM final concentration.

### Transcription and alternative splicing microarray analysis

For Microarray Analysis, WI-38 cells were reverse transfected in triplicate with either control (scrambled antisense oligo) or two independent MALAT1 antisense oligonucleotides at a final concentration of 100 nM using Lipofectamine RNAiMax (Invitrogen, USA). Total RNA isolated 48 hr post-transfection, was amplified, labeled and hybridized to Illumina arrays (Refseq-8). Raw hybridization intensity data were log-transformed and normalized to yield Z-ratios, which in turn were used to calculate a Z-ratio value for each gene. The Z-ratio was calculated as the difference between the observed gene Z-ratios for the experimental and the control comparisons, divided by the standard deviation associated with the distribution of these differences [101]. Z-ratio absolute values ≥2.5 were chosen as cut-off values, defining increased and decreased expression, respectively. The complete microarray data is available at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE44240.

For exon arrays to determine changes in alternative splicing, total RNA (100 ng) was reverse transcribed and amplified using Ambion WT expression kit following the manufacturer's suggested protocol. Sense strand cDNA was fragmented and labeled using Affymetrix WT terminal labeling kit. Duplicate samples from MALAT1 antisense oligonucleotides transfected cells or a control oligonucleotide were hybridized to Affymetrix human Exon ST 1.0 GeneChip in Affymetrix hybridization oven at 45°C, 60 rpm for 16 hr. The arrays were washed and stained on Affymetrix Fluidics Station 450 and scanned on Affymetrix GeneChip scanner 3000 7G. Data were collected using Affymetrix AGCC software. Statistical and clustering analysis was performed with Partek Genomics Suite software using RMA normalization algorithm. Differentially expressed genes and alternatively splicing events were identified with ANOVA analysis. Genes that are up- or downregulated more than 2-fold and with a p<0.001 were considered significant. Significant genes were analyzed for enrichment for pathways using DAVID bioinformatics database (http://david.abcc.ncifcrf.gov/) and Ingenuity Pathway Analysis software. The exon array data is available at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE43830.

For the validation of the Microarray data, RNA was reverse transcribed into cDNA using Multiscribe reverse transcriptase. qRT-PCR was performed using primers for genes that showed ≥2.5-fold change in the Microarray data.

### Data analysis and statistics

Relative levels of gene expression were normalized to GAPDH or 7SK RNA. In the RNA-IP experiments, the relative quantities of IP samples were normalized by individual inputs respectively. Results are represented as mean ± SEM of three independent experiments. Comparisons were performed using two-tailed paired Student t-test. *p<0.05, **p<0.01 and ***p<0.0001. In the microarray analyses, relative quantities of gene expression change were normalized by z-ratio between experimental cell group and control cell group. Comparisons were performed using z-test with SAM protocols, plus ANOVA filtering for the sample groups. Cutoff were made for the significant genes with |z ratio|> = 2.5, z-test *p<0.05, ANOVA p-value< = 0.05 , false discovery rate < = 0.30, as well as the average gene expression values in each comparison groups were not negative. Further functional analyses were performed by using Parameterized Gene Set Enrichment (PAGE) algorithm with ALL of the genes on the array. **p<0.01 and ***p<0.0001.

### BrdU-propidium iodide (PI) flow cytometry

For labeling of S-phase cells, BrdU was added in mid-log phase cells at a final concentration of 50 µM and incubated for 1 hr at 37°C. Cells were harvested and washed with PBS + 1% BSA. Cells were further resuspended in chilled 0.9% NaCl at a cell density of 2×10^6^ cells/ml and fixed in equal volume of ethanol and incubated at −20°C for 1 hr. Further, ethanol was removed and the cells were resuspended and incubated in 2N HCl + 0.5% Triton X-100 solution for 30 min at RT followed by washing in 0.1 M Sodium tetraborate solution. Finally, the cells were resuspended in PBS/0.5%Tween-20 + 1% BSA and incubated with anti-BrdU antibody for 1 hr at RT. The cells were washed again with the same buffer and incubated in PBS + PI/Triton X-100 at 37°C for 15 min. Cells were analyzed on a flow cytometer.

Please see Protocol S1 and Table S6 for additional materials and methods.

## Supporting Information

Figure S1 MALAT1 levels are cell cycle regulated and depletion of MALAT1 results in proliferation defects. (A) MALAT1 and Cyclin E levels in 10 and 15 hr post release serum-starved WI-38 cells are analyzed by qRT-PCR. Note that the MALAT1 levels increased during G1/S phase (G1/S is determined by the increased levels of cyclin E). Mean ± SEM, *p<0.05. (B) Expression of SRSF1 is determined by immunoblotting using extracts from cell cycle-synchronized U2OS cells. (C) Flow cytometry analyses of control (scr-oligo) and MALAT1-depleted (MALAT1-AS1 & AS2 antisense oligonucleotides) WI-38 cells. (D) Flow cytometry analyses of control (control-si) and MALAT1-depleted (using MALAT1-si1, -si2 & -si3 double stranded siRNA oligos) WI-38 cells. (E) Bright field low magnification images of control and MALAT1-depleted HDFs show changes in cellular morphology in MALAT1-depleted cells. (F) The relative expression of indicated genes is determined by qRT-PCR analyses from total RNA of control and MALAT1-depleted (using siRNA oligos) WI-38 cells. Mean ± SEM, *p<0.05, **p<0.01 and ***p<0.001.
(PDF)

Figure S2 S2A (Aa–c) The relative expression of indicated genes determined by qRT-PCR from total RNA isolated from control (scr) and MALAT1-depleted (AS1 & AS2) WI-38 cells. (Ad) Changes in relative expression of indicated genes determined by qRT-PCR using total RNA from control (using control siRNA) and MALAT1-depleted (using MALAT1-specific siRNA) WI-38 cells. Note that MALAT1 depletion using double-stranded siRNA oligos also result in reduced expression of cell-cycle genes. (Ae) The relative expression of PCNA is determined by qRT-PCR (with 3 independent primer pairs) using RNA from control (scr) and MALAT1-depleted (AS1 & AS2) WI-38 cells. Note that MALAT1-depleted cells do not show changes in PCNA mRNA levels. Mean ± SEM, **p<0.01 and ***p<0.001. S2B: (Ba) Top significant biofunctions and (Bb) canonical pathways of the protein-coding genes that are upregulated in MALAT1-depleted fibroblasts. Note that the p53-signaling pathway is activated in MALAT1-depleted lung fibroblasts. (Bc) The relative expression of indicated genes is determined by qPCR using RNA from control (scr) and MALAT1-depleted (AS1 & AS2) WI-38 cells. Note that several of the upregulated genes are part of the p53-signaling pathway (*Cdkn1a [p21]*, *Gadd45a*, *Gadd45b*, *Il-6*, *Il-8*, *Mdm2*, *Tp53inp1*). (Bd) qRT-PCR analyses reveal that transiently expressed MALAT1 rescues the expression of cell cycle genes (*Mybl2*, *Ccna2*, *CenpE*) in MALAT1-depleted HDFs. Mean ± SEM, *p<0.05 and **p<0.01.
(PDF)

Figure S3 The relative levels of MALAT1 are determined by qRT-PCR analyses in RNA from serum starved (0 hr) and serum re-stimulated (24 & 36 hr) control (scr) and MALAT1-depleted (AS1 & AS2) WI-38 cells. ‘Async’ designates asynchronous WI-38 cells.
(PDF)

Figure S4 p53 is a downstream mediator of MALAT1. (A) Co-immunolocalization of α- and γ-tubulin, (B) nucleoporin and lamin A/C in control and MALAT1-depleted HeLa cells. Note the presence of monopolar and highly condensed chromosomes in MALAT1-depleted cells (A). (C) MALAT1 RNA-FISH in control (control-si) and MALAT1-depleted (using MALAT1 siRNAs; si1 & si2) HeLa cells. (Da) MALAT1 RNA-FISH in human MALAT1-depleted HeLa cells that express mouse MALAT1. (Db) Percentage of mouse Malat1 expressing HeLa cells (as observed by MALAT1 RNA-FISH) with normal and broken nuclei upon human MALAT1 depletion. Note that the HeLa cells that express mouse MALAT1 do not show nuclear break down upon depletion of endogenous human MALAT1. (Ea–c) HeLa cells are synchronized in mitosis by nocodazole, incubated with control or MALAT1 antisense oligonucleotides and released for indicated time points to examine the role of MALAT1 in S-phase progression. (Ea) Flow cytometry analyses of control (scr-oligo) and MALAT1-depleted cells (AS1) post-mitotic release. (Eb) The relative MALAT1 RNA levels in control and MALAT1-depleted HeLa cells that are released (12, 15 & 18 hr) post nocodazole treatment. (Ec) BrdU-incorporation assays of control (scr) and MALAT1-depleted cells (AS1) post 12 hr nocodazole release. (F) Table showing the phenotypes (mitosis and cell cycle arrest) observed in several cell lines upon MALAT1 depletion. +++ maximum, ++ medium and + minor changes. ‘M’ designates for mitotic defects and ‘NP’ stands for no obvious phenotype. RKO cells showed cell death upon MALAT1 depletion. (Ga–b) MALAT1 RNA-FISH in control (scr-oligo) and MALAT1-depleted (AS1 & AS2) WI-38 and WI-38-VA13 (WI-38 cells stably expressing SV40-T-antigen). (Ha–c) Relative levels p16^Ink4A^ (Ha), p53 (Hb) and MALAT1 (Hc) RNA is determined by qRT-PCR in WI-38 cells that are transfected with control (scr), p16^Ink4A^ siRNA (p16si), p53 siRNA (p53si), MALAT1 antisense oligos (AS1), or combination of siRNAs with MALAT1 AS1. (I) Q-PCR analyses to determine the relative mRNA levels of MCM6 in serum starved WI-38 cells that are depleted of p53 or MALAT1 alone or p53 + MALAT1 followed by serum re-stimulation. Mean ± SEM, *p<0.05, **p<0.01 and ***p<0.001. The DNA is counterstained with DAPI. The scale bar represents 5 µm.
(PDF)

Figure S5 Functional p53 is required for the S-phase arrest observed in MALAT1-depleted human cells. (A) The relative RNA levels of indicated genes in HDFs that are incubated with control (scr) or MALAT1 antisense oligonucleotides (AS1), and total RNA is isolated at indicated time points (12, 24 & 48 hr). Note that the E2F target mRNA (CDT1, MCM3) level is reduced after 24 hrs of MALAT1 depletion. (B) Relative RNA levels of indicated genes in control (scr) and MALAT1-depleted (AS1 & AS2) HCT116-WT and HCT116-p53 −/− cells. MALAT1-depleted HCT116 p53−/− cells do not show reduction in the levels of E2F target gene mRNAs. (Ca) Relative MALAT1 RNA levels in HDFs that are transiently transfected with control (vector) and human MALAT1 plasmids. (Cb) Immunoblot assay to detect the p53 in vector and human MALAT1 plasmid transfected HDFs. B″-U2snRNP is used as a loading control.
(PDF)

Figure S6 MALAT1 is required for mitotic progression (A) Top significant canonical pathways of the cell cycle genes that are downregulated in MALAT1-depleted fibroblasts. Note that the expression of genes involved in mitotic progression is maximally affected upon MALAT1 depletion. (B) The yellow shaded genes in the pathway analysis diagram are downregulated in MALAT1-depleted fibroblasts, further emphasizing the involvement of MALAT1 in mitotic progression. (C) The relative MALAT1 RNA levels in mitotic (Noco), G1 (Noco 6 hr rel), G1/S synchronized HeLa cells (0 hr rel) and cells that are 12 and 24 hr released in presence of scrambled and MALAT1 antisense oligonucleotides. (D) Flow chart depicting the experimental design. HDFs (WI-38cells) are synchronized in G1/S by serum starvation followed by aphidicolin treatment, followed by MALAT1 depletion and released for 12 and 24 hr to examine the role of MALAT1 in S-phase and mitotic progression. (Ea) Percentage of mitotic cells and cells with broken nuclei in control and MALAT1-depleted HDFs post G1/S (12 and 24 hr) release. (Eb) DAPI-stained nuclei in control and MALAT1-depleted HDFs post 24 hr G1/S release. (F) Immuno-localization of α-tubulin and γ-tubulin in control and MALAT1-depleted WI-38 cells post G1/S (24 hr) release. Note that MALAT1-depleted diploid cells show mitotic segregation defects with monopolar asters. DNA is counterstained with DAPI. Scale bar represents 5 µm.
(PDF)

Figure S7 (A) qRT-PCR analyses of SRSF1 RNA-IP samples from control and MALAT1-depleted HeLa cells reveal increased association of SRSF1 to indicated pre-mRNAs. (B) qRT-PCR analyses of T7 RNA-IP samples from control and T7-tagged SRSF1 over expressed HeLa cells reveal increased association of SRSF1 to indicated pre-mRNAs in T7-SRSF1 overexpressed cells. Mean ± SEM, *p<0.05, **p<0.01 and ***p<0.001. (Ca) Immunoblot analysis of SRSF1 in control (control siRNA oligo = luciferase gene siRNA; scr oligo = scrambled oligo against MALAT1 AS2 oligo), MALAT1-AS2) and Neat1-AS1 antisense oligo-treated HeLa cells. The cells are transfected with various concentrations (50, 100 & 200 nM) of siRNA or modified DNA antisense oligos using Lipofectamine RNAimax transfection reagent. The arrow designates the dephosphorylated SRSF1. (Cb) Immunoblot analysis of SRSF1 in control (control si), MALAT1-depleted (using double-stranded siRNAs; si1 & si2) HeLa cell extracts. (Cc) Immunoblot analysis of SRSF1 in control (scr-oligo) and MALAT1-depleted (AS2), MCF7, HeLa and WI-38 cell extracts. Note that the dephosphorylated SRSF1 is present only in MALAT1-depleted HeLa cells. (Cd) Immunoblot analysis of SRSF1 in control (scr-oligo or control siRNA), p53 or MALAT1 or p53 + MALAT1 co-depleted WI-38 cell extracts. Note that p53 and MALAT1 co-depleted WI-38 cells show increased levels of dephosphorylated SRSF1. (D) qRT-PCR using RNA from control and MALAT1-depleted HeLa cells to determine the relative expression of B-MYB. (E) Flow cytometry analyses of control and MALAT1-depleted G1/S synchronized (0 hr) and released (2–8 hr) HeLa cells reveal comparable cell cycle progression. (Fa–b) The relative levels of indicated mRNAs (E2F1 and B-MYB) in control (scr) and MALAT1-depleted (AS1) HDFs that are transiently transfected with vector or E2F1 eukaryotic expression plasmids. (G) The relative levels of MALAT1 are determined by qRT-PCR analyses in RNA from control and MALAT1 overexpressed WI-38 cells.
(PDF)

Protocol S1 Supporting materials and methods.
(DOCX)

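Table S1 of the paper gives a Z-ratio and a fold for each probe with AS1, and it writes falls as positive Z-ratios. The copy used here holds the first 1998 of 3713 entries, of which 1654 could be matched to a probe of the files by transcript identifier. The Z-ratio of AS1 against scr recomputed from the 3 AS1 and 3 scr arrays equalled the published one within 0.01 for 1654 of 1654. TOP2A had a Z-ratio of -8.09 here, HNRNPAB of -5.93 and HNRNPA0 of -4.73, each equal in size to the value that the paper reports. Of 927 entries with a published Z-ratio of at least 2.5, the fold that the paper prints was at least 2.5 for 118, with a median of 1.78 and a lowest of 1.38.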

Table S1 Gene expression changes upon knockdown of MALAT1 with Antisense oligo 1 (AS1) in WI-38 cells.
(XLSX)

Table S2 Gene expression changes upon knockdown of MALAT1 with Antisense oligo 2 (AS2) in WI-38 cells.

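Table S2 gives the same quantities with AS2. Of the first 1997 of 3364 entries, held in the copy used here, 1571 were matched to a probe by transcript identifier, and the Z-ratio recomputed from all 3 AS2 arrays equalled the published one within 0.01 for 18 of them. Without AS2 replicate 2 it did so for 1473 (93.8%), and without any 1 other array for 10 to 29. Over the 1016 matched entries whose transcript identifier names 1 probe, the median difference was 0.49 with all 3 AS2 arrays and 0.00 without AS2 replicate 2. KIF20A, for example, has a published Z-ratio of 8.31 in the direction of a fall, and the recomputed one was 7.78 with all AS2 arrays and 8.31 without AS2 replicate 2. The paper describes triplicate samples, and its text names no array that was left out. Of 638 entries with a published Z-ratio of at least 2.5, the printed fold was at least 2.5 for 140, with a median of 1.93.

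**Figure D3:**
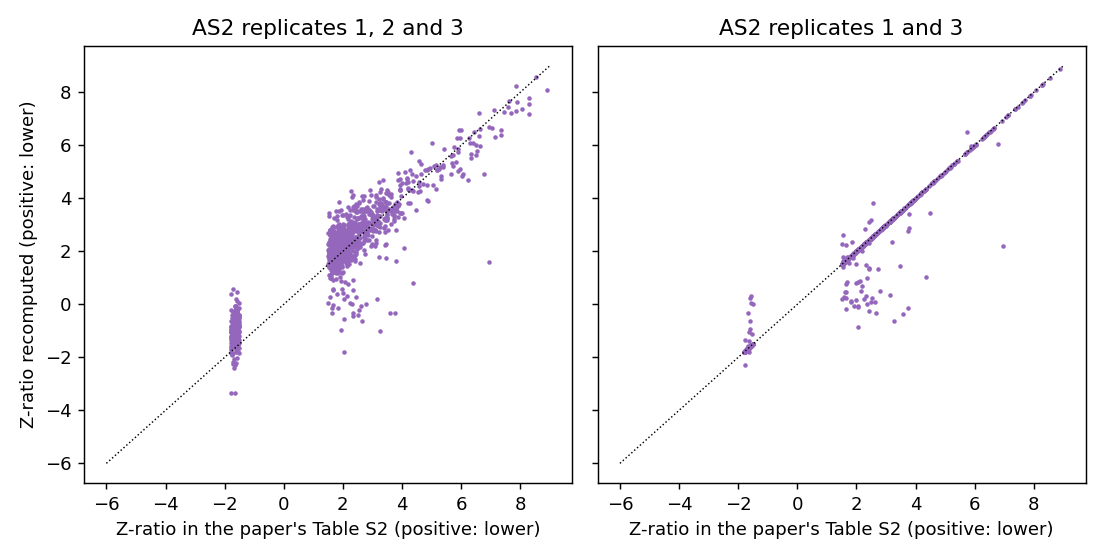
Z-ratio recomputed from the raw signal against the Z-ratio printed in Table S2, for the 1016 matched entries whose transcript identifier names 1 probe, with positive values for falls. The left panel uses AS2 replicates 1, 2 and 3 and the right panel replicates 1 and 3, and the dotted line marks equal values.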

(XLSX)

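The genes that both oligonucleotides lower by the Z-ratio come from the probes at -2.5 or below in each comparison. These were 1018 probes with AS1 and, over all 3 AS2 arrays, 1056 with AS2, or 703 with AS2 replicates 1 and 3 alone. With AS2 replicates 1 and 3, 520 probes passed with both, 74 of which carry no symbol here. CBX5 and FOXM1 are among the 410 symbols in the copy of Table S3 used here.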

Table S3 Common genes downregulated (Z-ratio ≥2.50) upon knockdown of MALAT1 with both antisense oligo 1 (AS1) or antisense oligo 2 (AS2) in WI-38 cells.
(XLSX)

Table S4 Common genes up-regulated (Z-ratio≤2.50) upon knockdown of MALAT1 with both antisense oligo 1 (AS1) and antisense oligo 2 (AS2) in WI-38 cells.

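The copy of Table S4 used here lists 392 symbols, and 304 of them match a probe symbol of the files. Genes with a Z-ratio of at least 2.5 with both oligonucleotides numbered 353 without AS2 replicate 2, and 293 of these are in Table S4. With all 9 arrays, 186 of 274 such genes are in the table. PTBP2 is in the table and was also higher by limma with both oligonucleotides. Entries without a matching symbol could not be compared, so the overlap is a minimum.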

(XLSX)

Table S5 Effect of MALAT1 knockdown on alternative splicing. Antisense oligo 1 (AS1) and Antisense oligo 2 (AS2) are two independent antisense oligonucleotides that were used for MALAT1 knockdown in WI-38 cells.
(XLSX)

Table S6 List of qRT-PCR primers and siRNAs or modified DNA antisense oligonucleotides used in the present study.
(XLS)

# Supplementary material for: Long Noncoding RNA MALAT1 Controls Cell Cycle Progression by Regulating the Expression of Oncogenic Transcription Factor B-MYB
**Source:** PLoS Genet. 2013 Mar 21;9(3):e1003368. doi: 10.1371/journal.pgen.1003368

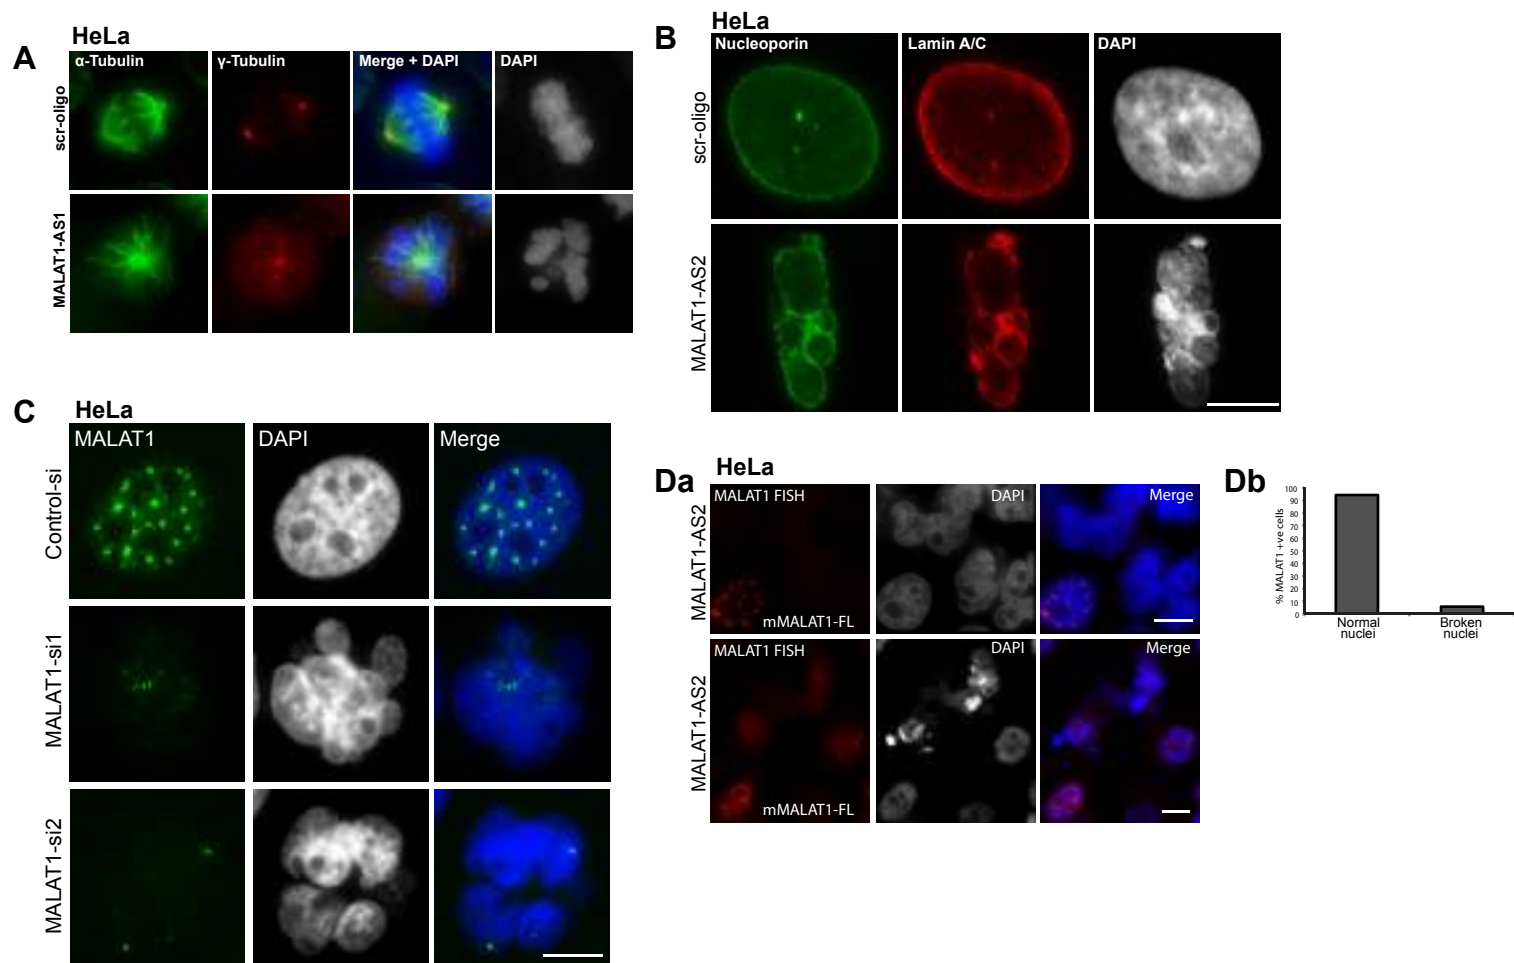

Ea

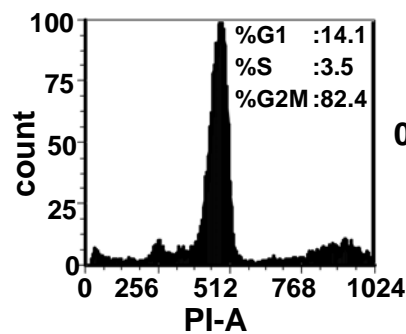Noco
0hr release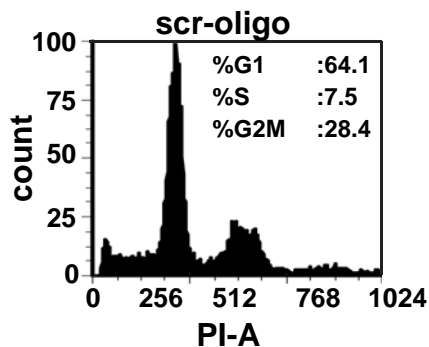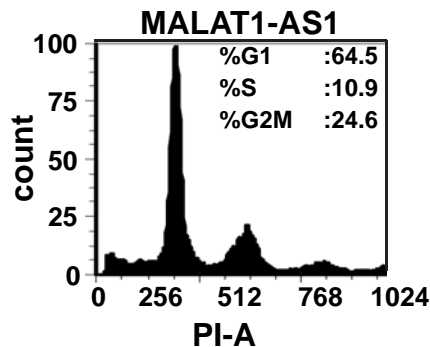Noco
12hr release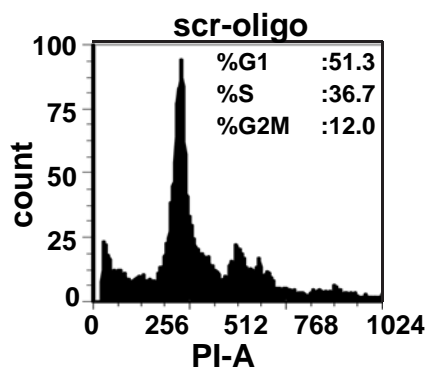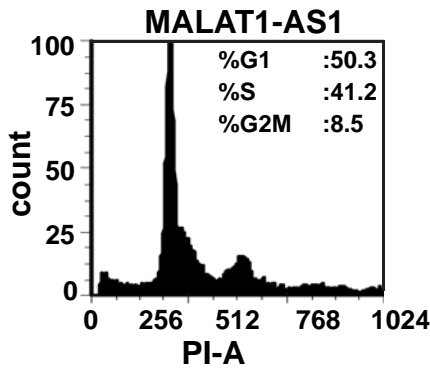Noco
15hr release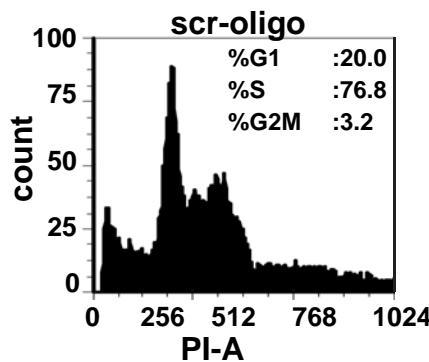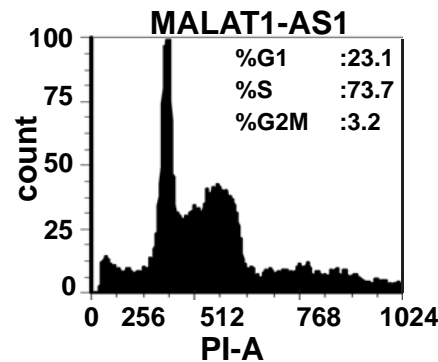Noco
18hr release

Eb

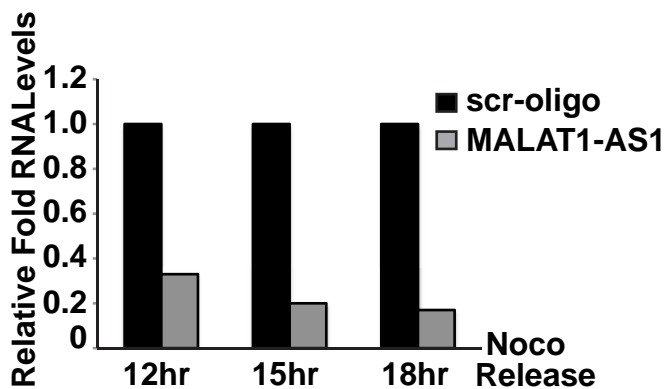

Ec

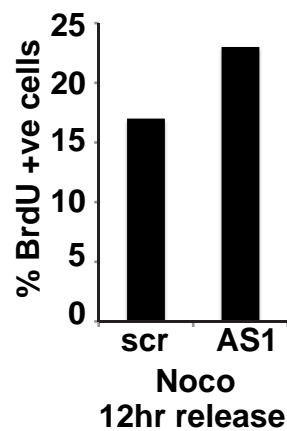

Cell lines	Phenotype		
	Aberrant Mitosis	Cell cycle arrest	no obvious phenotype
HeLa	+++	M	
IMR90	+	proliferation defect	
WI-38	+	proliferation defect	
WI-38-VA13	+++	M	
U2OS	+++	M	
HCT116	-	-	cell death
RKO	NP*	NP*	cell death
HepG2	NP	NP	NP
WT-MEF	NP	NP	NP
NIH-3T3	NP	NP	NP

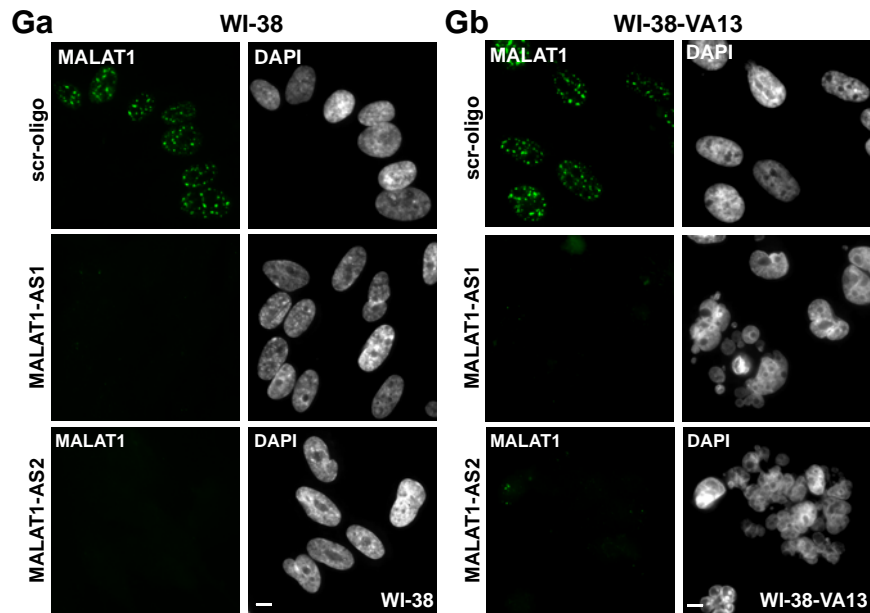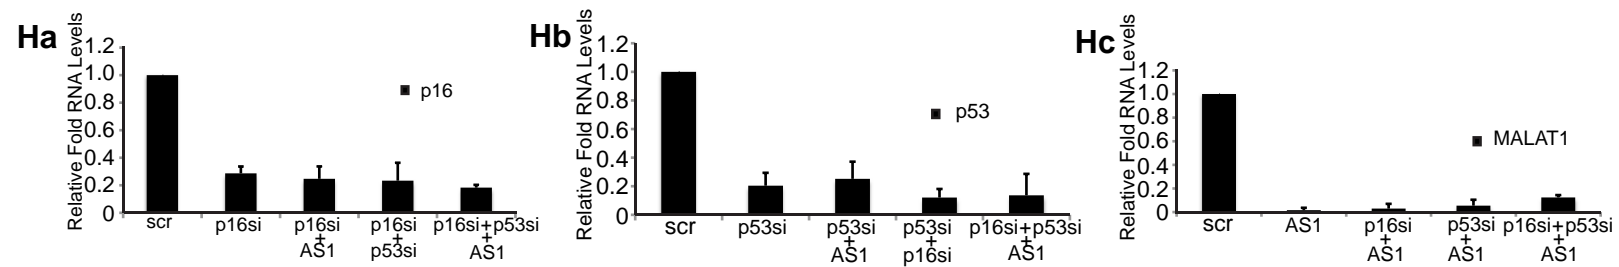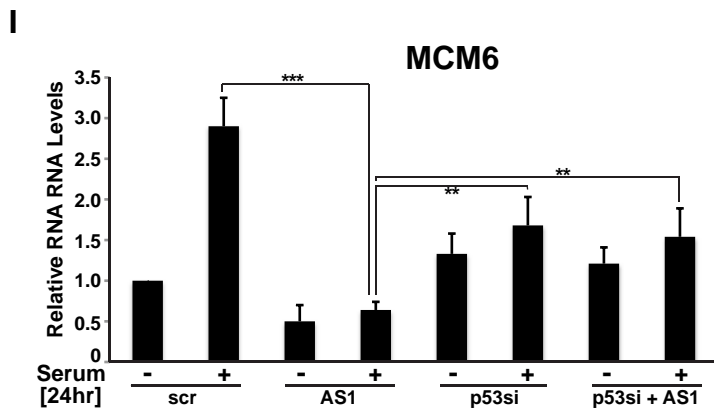

**Supplement:** Figure S4 — p53 is a downstream mediator of MALAT1. (A) Co-immunolocalization of α- and γ-tubulin, (B) nucleoporin and lamin A/C in control and MALAT1-depleted HeLa cells. Note the presence of monopolar and highly condensed chromosomes in MALAT1-depleted cells (A). (C) MALAT1 RNA-FISH in control (control-si) and MALAT1-depleted (using MALAT1 siRNAs; si1 & si2) HeLa cells. (Da) MALAT1 RNA-FISH in human MALAT1-depleted HeLa cells that express mouse MALAT1. (Db) Percentage of mouse Malat1 expressing HeLa cells (as observed by MALAT1 RNA-FISH) with normal and broken nuclei upon human MALAT1 depletion. Note that the HeLa cells that express mouse MALAT1 do not show nuclear break down upon depletion of endogenous human MALAT1. (Ea–c) HeLa cells are synchronized in mitosis by nocodazole, incubated with control or MALAT1 antisense oligonucleotides and released for indicated time points to examine the role of MALAT1 in S-phase progression. (Ea) Flow cytometry analyses of control (scr-oligo) and MALAT1-depleted cells (AS1) post-mitotic release. (Eb) The relative MALAT1 RNA levels in control and MALAT1-depleted HeLa cells that are released (12, 15 & 18 hr) post nocodazole treatment. (Ec) BrdU-incorporation assays of control (scr) and MALAT1-depleted cells (AS1) post 12 hr nocodazole release. (F) Table showing the phenotypes (mitosis and cell cycle arrest) observed in several cell lines upon MALAT1 depletion. +++ maximum, ++ medium and + minor changes. ‘M’ designates for mitotic defects and ‘NP’ stands for no obvious phenotype. RKO cells showed cell death upon MALAT1 depletion. (Ga–b) MALAT1 RNA-FISH in control (scr-oligo) and MALAT1-depleted (AS1 & AS2) WI-38 and WI-38-VA13 (WI-38 cells stably expressing SV40-T-antigen). (Ha–c) Relative levels p16Ink4A (Ha), p53 (Hb) and MALAT1 (Hc) RNA is determined by qRT-PCR in WI-38 cells that are transfected with control (scr), p16Ink4A siRNA (p16si), p53 siRNA (p53si), MALAT1 antisense oligos (AS1), or combination of siRNAs with MALAT1 AS1. (I) Q-PCR

# Supplementary material for: Long Noncoding RNA MALAT1 Controls Cell Cycle Progression by Regulating the Expression of Oncogenic Transcription Factor B-MYB
**Source:** PLoS Genet. 2013 Mar 21;9(3):e1003368. doi: 10.1371/journal.pgen.1003368
**Supplement:** Protocol S1 — Supporting materials and methods.

**SUPPLEMENTARY MATERIALS**

**Supplementary methods**

**Plasmid constructs and DNA transfection:**

Plasmid DNAs (500ng-5 μg) were individually transfected into cells using lipofectamine 2000 (Invitrogen, Carlsbad, CA). After transfection, cells were processed for RNA isolation 24 hr post transfection.

**RNA fluorescence *in situ* hybridization (RNA-FISH) and Immunofluorescence staining:**

Fluorescence *in situ* detection of MALAT1 RNA was performed as described earlier [[1](#_ENREF_1)]. Immunolocalization of proteins was performed as described previously [[1](#_ENREF_1),[2](#_ENREF_2)]. Briefly, cells were fixed in 2% formaldehyde for 15 min at room temperature and permeabilized in 0.5% Triton X-100 in PBS for 10min on ice. Cells were incubated with primary and secondary antibodies in a humidified chamber, and finally stained with DAPI and mounted using PPD. For BrdU labeling, cells were incubated in BrdU (10 μM for 20 min) (Sigma, USA), fixed in 2% formaldehyde followed by permeabilization in 0.5% Triton X-100. DNA was denatured with 4N HCl for 30min at room temperature. Further, immunofluorescence analysis was performed using anti-BrdU antibody (Sigma, USA) as mentioned above.

**Immunoblotting:**

Cells were scraped in medium and washed with ice-cold 1X PBS, pH 7.2. Extraction was performed in lysis buffer containing protease and phosphatase inhibitors for 10min on ice. Loading dye was added to the lysate, samples were boiled for 5min and loaded onto a polyacrylamide gel. Western blotting was performed as described previously [[1](#_ENREF_1),[2](#_ENREF_2)].

**Antibodies:**

Antibodies used in the present study include, B-MYB (WB, 1:1000, Millipore), MEK2 (WB, 1:500, BD Pharmingen), p53 (WB, 1:500, Santa Cruz), Cyclin E (WB, 1:1000, Upstate), Lamin B1 (WB 1:1000), Lamin A/C (IF 1:1000) anti-BrdU (IF, 1:1000), Nucleoporin (IF, 1:1000), B”-U2snRNP (WB 1: 250), CENPE (WB, 1:500, Sigma), CBX5 (WB, 1:500), γ-Tubulin (IF, 1:1000; WB, 1:5000; Sigma), α-Tubulin (IF, 1:2000; WB, 1:5000; Sigma) hnRNP-A/B (WB, 1:1000), PCNA (mAbPC10; WB, 1:1500), BUB3 (WB, 1:2000), CDT1 (GP47; WB, 1:200), GMNN (WB, 1:200; Santa Cruz), MCM3 (WB, 1:500), ORC1 (mAbpKS1-40; WB, 1:500), MAD2L1 (WB, 1:500, Sigma), CDC20 (WB, 1:400), PLK1 (WB, 1:50, Santa Cruz), SRSF1 (mAb96 WB, 1:1000), HDM2 (2A10, WB, 1:250) [[3](#_ENREF_3)], phospho-Rb (p-Ser780, WB, 1:500, Cell Signaling, USA) [[4](#_ENREF_4)], γH2AX (clone JBW301, WB, 1:700, Millipore, USA).

**RNA-immunoprecipitation (RNA-IP):**

RNA-IP was performed following the protocol by Sun et al., with minor modifications [[1](#_ENREF_1),[5](#_ENREF_5)]. WI-38 and HeLa cells were treated with control and MALAT1-AS1 oligos, and RNA immunoprecipitation was performed utilizing reversible chemical crosslinking of RNA-protein interactions by formaldehyde followed by immunoprecipitation using SRSF1 (mAb96, Invitrogen, USA) antibody. WI-38 and HeLa cells were transiently transfected with 2 μg T7-tagged plasmid constructs (pCGT-vector, pCGT-SRSF1) and processed for RNA immunoprecipitation using T7 antibody (Novagen, USA) as described above. After IP, extracts were reverse cross-linked, total RNA was extracted using Trizol LS (Invitrogen, USA) and treated with amplification grade DNase I (Invitrogen, USA), and RT-PCR was conducted using random hexamers as per the manufacturer’s instructions (Applied Biosystems, USA). qPCR was performed using specific set of primers (Supplementary table 6).

**Quantitative Real-time PCR (qRT-PCR):**

Total cellular RNA was extracted from the cells using Trizol (Invitrogen, USA) as per manufacturer’s instructions and reverse transcribed into cDNA using Multiscribe Reverse transcriptase and Random hexamers (Applied Biosystems). qRT-PCRs were performed using StepOne Plus system (Applied Biosystems). Transcript levels were quantitated against a standard curve by Real-time RT-PCR using the SYBR Green I fluorogenic dye and data analyzed using the StepOne plus system software. Primer sets showing comparable high efficiencies were used for the analyses.

For the RNA-IP experiment, the qRT-PCR results were analyzed using the comparative Ct method [[6](#_ENREF_6)]. The qRT-PCR levels of the IP samples were normalized against the input of the same samples and calibrated to IgG control. Fold RNA enrichment represents log of RQ value. Histograms represent mean ±SD obtained for three independent experiments. The knockdown or overexpression analyses of MALAT1 RNA and other transcripts were calculated using Q-gene, a Microsoft Excel script package [[7](#_ENREF_7)].

**RT-PCR assays:**

Total cellular RNA was extracted from control and MALAT1 depleted WI-38 cells using Trizol (Invitrogen, USA) and polyA^+^ RNA was isolated using oligo-dT columns (NucleoTrap Midi kit, Clontech, USA) as per the manufacturer’s instructions. One-step RT-PCR was performed using 10 ng of polyA^+^ RNA as template with gene-specific primers (5 μM) along with α-^32^P-dCTP (Perkin Elmer, USA). The total reaction product was run on a 7.5% polyacrylamide gel, dried and exposed to a phosphoimager screen (Storm, Amersham Biosciences). The quantification of the isoform abundance was performed using image analyzer (ImageQuant) and the percentage inclusion of the exons was derived. The specific bands were also eluted and purified from the gel and were sequenced.

**Cell Proliferation Assay:**

Asynchronously growing WI-38 cells were treated with control and MALAT1-AS oligos. 24 hr after the second round of knockdown, cells were trypsinized and equal number of control and MALAT1 depleted cells were plated in 24-welled plates in triplicate. Total number of cells from each well was counted at 0 hr, 24 hr, 48 hr and 72 hr after plating. The experiment was repeated three times and a graph was plotted against the number of cells versus time point to analyze the proliferation rate in control versus MALAT1 depleted cells.

**Cell Synchronization:**

HeLa/U2OS cells were synchronized to mitosis by treatment with 50 ng/ml Nocodazole for 12-16 hr. To synchronize cells in G1, the mitotic cells were washed again with PBS and grown in fresh medium for 5-6 hr. The cells were synchronized to S-phase by double thymidine block and release. Briefly, cells were grown in 2 mM thymidine for 24 hr. After the first block, thymidine was removed and cells were released for 12 hr in fresh medium. Further, 2 mM thymidine was added again for 24 hr to synchronize cells at G1/S. The cells were released in fresh medium for 4 hr to collect them in S phase and 8 hr for G2 phase [[8](#_ENREF_8)].

To study the involvement of MALAT1 in G1/S progression in WI-38 cells, asynchronously growing cells were incubated in medium containing 0.1% serum for 3 days in order to synchronize them to G0 and further incubated with MALAT1-AS oligos on 4^th^ and 5^th^ day in the absence of serum. Cells were then released in medium supplemented with 20% serum and collected at 0 hr, 24 hr and 36 hr of release. The cells were processed directly for flow cytometry, RNA isolation, immunoblotting and BrdU labeling.

To study the involvement of p53 in MALAT1 mediated cell cycle arrest, asynchronously growing HDFs (WI-38) were incubated in medium containing 0.1% serum for 3 days in order to synchronize them to G0 and further incubated with control or p53 siRNA on 4^th^ day followed by control or MALAT1-AS oligos on 5^th^ and 6^th^ day in the absence of serum. Cells were then released in medium supplemented with 20% serum and collected at 0 hr and 24 hr of release. The cells were processed directly for RNA isolation.

To study the involvement of MALAT1 in post-G1/S, WI-38 cells were synchronized to G0 by serum starvation for 3 days. The cells were released in medium with 20% serum and 5 μg/ml Aphidicolin (Sigma) for 24 hr in order to arrest them at G1/S. MALAT1 was depleted using antisense oligos when the cells were already in G1/S. After 24 hr of aphidicolin treatment, cells were released by supplementing with fresh medium and collected at 12 and 24 hr of release. Cells were directly processed for RNA isolation, flow cytometry and immunofluorescence staining.

To study the involvement of MALAT1 in G1/S progression in HeLa cells, mitotic cells were collected by treating the cells with 50 ng/ml nocodazole for 12 hr. Mitotic cells were released in fresh medium containing MALAT1-AS Oligos. Cells were collected at 12hr, 15hrs and 18hrs of release and processed directly for flow cytometry, RNA isolation and BrdU labeling. To study the involvement of MALAT1 in post-G1/S phase, HeLa cells were treated with 50ng/ml nocodazole for 12 hr. Mitotic cells were collected and released in fresh medium containing 5 μg/ml Aphidicolin for 24hr. MALAT1 was depleted using antisense oligos after 15 hr of aphidicolin treatment, when the cells had already arrested at G1/S. At 24 hr, the cells were released in fresh medium and collected at 12 and 24 hr. Cells were directly processed for RNA isolation, flow cytometry and immunofluorescence staining.

**Flow Cytometry:**

Cells were collected and washed in chilled PBS, resuspended in PBS + 1%NGS and fixed in ethanol overnight. Later, cells were washed and resuspended in PBS + 1%NGS with 10 ug/ml RNase A and 120 ug/ml propidium iodide, and further incubated at 37^o^C for 30min. DNA content was measured by flow cytometry.

**SA-β-Gal Staining:**

WI-38 cells were fixed with 0.5% gluteraldehyde (Sigma, USA) solution in PBS for 15min at RT and washed three times with MgCl2/PBS (1mM MgCl_2_ in PBS, pH 6.0) solution. Further, cells were incubated in X-Gal staining solution (1x X-Gal stock + 1x KC in MgCl2/PBS, pH 6.0) at 37^o^C for few hours. [X-Gal stock: 40mg/ml X-Gal (Sigma-Aldrich, USA) in Dimethylformamide. 20xKC: 0.82g K_3_Fe(CN)_6_ + 1.05g K_4_Fe(CN)_6_.3H_2_O + 25 ml MgCl_2_/PBS, pH 6.0]. Once the desired staining was obtained, the cells were washed with water several times and stored in dark. Cells with a positive β-Gal staining were counted and % β-Gal positive cells in control and MALAT1-AS oligo treated cells were estimated.

**References**

1. Tripathi V, Ellis JD, Shen Z, Song DY, Pan Q, et al. (2010) The Nuclear-Retained Noncoding RNA MALAT1 Regulates Alternative Splicing by Modulating SR Splicing Factor Phosphorylation. Mol Cell 39: 925-938.

2. Prasanth KV, Sacco-Bubulya PA, Prasanth SG, Spector DL (2003) Sequential entry of components of the gene expression machinery into daughter nuclei. Mol Biol Cell 14: 1043-1057.

3. Chen J, Marechal V, Levine AJ (1993) Mapping of the p53 and mdm-2 interaction domains. Mol Cell Biol 13: 4107-4114.

4. Guo J, Sheng G, Warner BW (2005) Epidermal growth factor-induced rapid retinoblastoma phosphorylation at Ser780 and Ser795 is mediated by ERK1/2 in small intestine epithelial cells. J Biol Chem 280: 35992-35998.

5. Sun BK, Deaton AM, Lee JT (2006) A transient heterochromatic state in Xist preempts X inactivation choice without RNA stabilization. Mol Cell 21: 617-628.

6. Pfaffl MW (2001) A new mathematical model for relative quantification in real-time RT-PCR. Nucleic Acids Res 29: e45.

7. Muller PY, Janovjak H, Miserez AR, Dobbie Z (2002) Processing of gene expression data generated by quantitative real-time RT-PCR. BioTechniques 32: 1372-1374, 1376, 1378-1379.

8. Shen Z, Sathyan KM, Geng Y, Zheng R, Chakraborty A, et al. (2010) A WD-repeat protein stabilizes ORC binding to chromatin. Mol Cell 40: 99-111.

How the deposited data were processed for this re-analysis (not part of the article)

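Gene expression was measured in WI-38 fibroblasts on 9 Illumina bead arrays, 3 cultures each for the scrambled control oligonucleotide (scr), AS1 and AS2, with 1 array per culture. The label of each array names its oligonucleotide and replicate. The files hold, for 47323 probes per array, the raw signal intensities as deposited, which the authors wrote with GenomeStudio 1.6.0 without normalization between arrays, the handling of background not being stated. Beside each stands the detection p-value as deposited, which GenomeStudio made as the share of negative control beads at or above the signal of the probe. They also hold a table of values that the authors made from the raw signal. Each of its values equals the log2 raw signal less the mean of its array and divided by the standard deviation of its array over all probes, with a largest difference of 5.00e-10, and it is filled for 19247 probes and blank for 28076. Of the filled probes, 276 have no detection p under 0.02. Other data of the paper, among them the exon arrays, qRT-PCR and immunoblots, were not analysed here.

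Gene symbols were taken from the array annotation in the files and checked against a table of human genes by Entrez identifier, which was found for 30074 of the probes with a symbol and updated 0 symbols. A single symbol stood on 30113 probes, several on 8 and none on 17202. Probes with several symbols were left out.

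The Z-ratio followed the paper. The mean Z score of the scr arrays was subtracted from that of the AS1 or AS2 arrays, and the difference was divided by the standard deviation of these differences over all probes. A gene passed where 1 of its probes had a Z-ratio of at least 2.5 in size and the same sign with both oligonucleotides. The paper's further criteria of an ANOVA p of at most 0.05 and of a mean that is not negative were tried as alternatives. Its z-test, SAM step and false discovery rate were not applied here.

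For the second analysis, signals were corrected for background by the normal-exponential model of limma 3.58.1 in R 4.3.3, with negative control signals inferred from the detection p, given an offset of 16, quantile normalized and log2 transformed. Probes with a detection p under 0.01 on at least 3 arrays were kept, which left 14853 probes, 12083 of them with a symbol. The probe with the highest mean signal over the 9 arrays stood for its gene, which gave 9351 genes. On no array was a probe detected for 30368 of the probes. A linear model with 3 groups and 6 residual degrees of freedom was fitted to all 9 arrays, with empirical Bayes moderation and a trend in the variance. AS1 and AS2 were each compared with scr and with each other, and their mean was compared with scr. A gene was called at a two-sided p under 0.05 after the adjustment of Benjamini and Hochberg over all genes tested, and it counts as lower or higher with both where both comparisons call it in that direction. Where a probe was detected on no array of a group, the fold is given as a lower bound against the detection limit of that group's arrays.

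A total of 17 gene lists was tested with camera at a preset correlation between genes of 0.01 on the mean of AS1 and AS2 against scr, adjusted over the lists, and again with the estimated correlation. The lists were also tested with fry, a rotation test of each list by itself. The lists, the comparisons, the alternatives other than those named below and the rule for named genes were fixed before the data were examined, though the values in Tables S1 to S4 of the paper had been seen. The rule names MALAT1, the genes that the paper's Results text names for WI-38 mRNA, the 12 genes with the largest falls and the 12 with the largest rises among those called with both and with all 6 antisense arrays on 1 side of the scr arrays, the 4 members of each list with the largest change, and the 5 genes with the largest difference in each direction between AS2 and AS1. Genes of the paper's figures enter as counts. Gene symbols without a name and those that start with LOC were passed over.

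Alternatives were quantile normalization without background correction, normalization to Z scores per array, background correction with median scaling, the authors' table of Z scores, no filter on dim probes, probes detected on all 9 arrays, the mean of a gene's probes, moderation without a trend, a fit of only the groups compared, a block for the replicate number, a fold change of at least 2 beside the adjusted p, and leaving out each array in turn. Array quality weights were added after the data were seen. So were the Z-ratio with the ANOVA and mean filters together and the raw fold of at least 2.5, both without AS2 replicate 2. Replicates with the same number were not treated as pairs, since the deviations of such arrays from their group means correlated at -0.23 to 0.17 and 2 of 9 arrays correlated best with an array of their own number. The files name no other batch.

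How far chance could give such results was tested by assigning the arrays to other groups, with 10 splits of 6 arrays into 3 and 3, 84 splits of 9 arrays into 6 and 3, and 100 assignments to 3 groups drawn at random, the real one included. The effect of the shared scr arrays on the agreement of AS1 and AS2 was simulated 100 times, with no effect of either oligonucleotide. The whole analysis was tested on simulated data with the same arrays and 9373 genes, in which 12.4% of genes changed 1.5-fold and 28.4% of genes changed 2-fold were called with AS1, 18.6% and 35.8% with AS2, and at most 0.0219% of unchanged genes. Of 17 simulated lists, the 1 that was changed was called and 0 of the others. The simulated genes varied independently of each other. The simulated lists therefore do not show how often camera with the preset correlation calls unchanged lists whose members are correlated. The signal over background and the number of arrays limit the precision, as a change in a gene near the detection limit is compressed or given as a bound. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.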

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

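The test that leaves out AS2 replicate 2 from the comparison of AS2 with AS1 and the tests of gene lists between AS2 and AS1 were chosen after the results were seen.

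A difference between the oligonucleotides was called for 229 genes when AS2 was compared with AS1 (106 lower and 123 higher with AS2), against 0 in each of the other splits of these 6 arrays into 3 and 3 in a fit of those 6 arrays, where the real split called 35, and the 10 splits are too few to exclude chance. Without AS2 replicate 2 the number was 1571, and it was 92, 78 and 100 without scr replicate 1, 2 or 3, 46, 50 and 45 without AS1 replicate 1, 2 or 3 and 1084 without AS2 replicate 1. Of the 229 genes, 84 were called against scr with AS1 only, 70 with AS2 only, 52 with both in the same direction, 12 with both in opposite directions and 11 with neither. The dim array AS2 replicate 2 is argued against as the source, since 99.1% of the genes (227 of 229) were called in the same direction without it, and a stronger action of 1 oligonucleotide on the same genes is argued against by the sign of the difference, which was that of the mean change in 45.9% of the genes (50.4% without AS2 replicate 2). Targets that only 1 of the oligonucleotides acts on by its sequence may account for them and were not tested.

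Among the genes with the largest fitted differences between the oligonucleotides, levels were lower with AS2 for CPSF2 (log2 difference of -2.32, adjusted p = 0.00128), a subunit of the complex that cleaves pre-mRNA before polyadenylation, for TMTC1 (-2.15, adjusted p = 0.00441), an enzyme of O-mannosylation, for SEC11A (-2.09, adjusted p = 7.04e-04), a subunit of the signal peptidase, and for the interferon-induced IFITM1 (-2.11, adjusted p = 0.0190). They were higher with AS2 for the fatty acid elongase ELOVL6 (2.64, adjusted p = 3.56e-04), for the glycosyltransferase GALNT1 (1.65, adjusted p = 0.0417) and for NOMO3 (1.63, adjusted p = 0.00336). CPSF2, TMTC1 and SEC11A changed against scr by -2.74, -2.66 and -2.03 with AS2 and by -0.42, -0.51 and 0.06 with AS1, and ELOVL6 by -2.79 with AS1 and -0.15 with AS2. RNF150 and RP2 were detected with scr and AS2 and on no AS1 array, and were at least 4.22-fold and 2.66-fold higher with AS2 than with AS1 (adjusted p = 0.00119 for each) and at least 2.69-fold and 2.50-fold lower with AS1 than with scr. The small nucleolar RNA SNORD84 was detected on the AS1 arrays alone, at least 2.41-fold lower with AS2 than with AS1 (adjusted p = 3.56e-04) and at least 3.46-fold higher with AS1 than with scr. The difference in IFITM1 was not called without AS1 replicate 1, 2 or 3 (adjusted p = 0.117, 0.0834 and 0.115), nor that in GALNT1 without any 1 array of the scr or AS1 groups (adjusted p of 0.0817 to 0.190), and median scaling ended the calls of all of these genes except RNF150 and SNORD84.

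Gene lists that were lower with AS2 than with AS1 by camera with the preset correlation, over 9 arrays and without AS2 replicate 2, were mitosis (median log2 difference of -0.17, and -0.15 without that array), B-MYB and FOXM1 targets (-0.27 and -0.28), senescence-associated secretion (-0.32 and -0.27), lysosome (-0.25 and -0.27), interferon response (-0.59 and -0.43, with 12 members called lower with AS2 over 9 arrays), immediate early genes (-0.30 and -0.26), ER stress (-0.35 and -0.25) and the genes that lie next to MALAT1 (-0.61 and -0.20). Extracellular matrix, hnRNPs and SR proteins were higher with AS2 (median of 0.10, 0.04 and 0.09, adjusted p = 0.0263, 0.0292 and 0.0446), and were not called without AS2 replicate 2 (adjusted p = 0.602, 0.602 and 0.131). With an estimated correlation none of these lists was called over 9 arrays (adjusted p of 0.122 or more).

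The paper does not discuss 2 lists that differed from scr over both oligonucleotides with the preset correlation, and chance is not excluded for either. Of 84 splits of the arrays, the real one included, 12 gave as large a result for lysosome and 30 for fatty acid synthesis. When the fatty acid list was drawn up, SCD and other members had been seen in the paper's tables. Its direction is therefore not independent evidence. Lysosomal genes had a median log2 fold change of 0.52 (adjusted p = 0.0156 with an estimated correlation, and 0.0665 with it and without AS2 replicate 2), and genes of fatty acid synthesis of -0.30 (adjusted p = 0.150 with an estimated correlation).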

How the results depend on the processing

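Array quality weights, and the Z-ratio with the ANOVA and mean filters and the raw fold, both without AS2 replicate 2, were chosen after the data had been seen, and every other setting in this part was planned.

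The lists of mitosis (adjusted p of 5.11e-65 to 2.24e-16), B-MYB and FOXM1 targets (7.78e-37 to 6.83e-13), DNA replication (2.87e-25 to 1.87e-04), E2F targets (2.37e-19 to 1.24e-07), p53 targets (1.20e-08 to 0.00113) and lysosome (2.33e-10 to 0.0426) kept their direction and their call under all 20 alternatives to the camera test at the preset correlation, and the lists of extracellular matrix (0.224 to 0.815), ER stress (0.0849 to 0.228) and MALAT1 neighbours (0.0570 to 0.459) kept their direction and stayed uncalled. Camera tests a list against the other genes, so a shift of all genes, as under median scaling, does not bear on these calls. With an estimated correlation DNA replication was not called (adjusted p = 0.0673), nor was lysosome without AS2 replicate 2 (0.0665). With quantile normalization and no background correction, all 6 counts of genes stayed within 1.5 times their value and all 17 lists kept their direction and call. Of 4254 values of named genes under alternatives, 3885 kept direction and call, 307 lost the call, 57 gained it and 5 changed sign.

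A fold change of at least 2 beside the adjusted p left 765 genes with AS1, 1012 with AS2, 75 between AS2 and AS1 and 818 for the mean of both, with 284 lower and 241 higher with both, because it asks for more than the test alone. Median scaling gave 646 genes with AS1, 697 with AS2, 14 between AS2 and AS1 and 937 for the mean of both, with 375 lower and 92 higher with both. Under it the median log2 fold change of all genes moved down with both oligonucleotides, which lowers rises, and why falls were also called less often was not tested. Of the lists, fatty acid synthesis (adjusted p = 0.0527) and hnRNPs (adjusted p = 0.157) lost their call under it, and interferon response (adjusted p = 0.529) and other cell types (adjusted p = 0.959) changed sign without a call. It also gave NEU1 a log2 fold change of -0.24, COL4A2 of -0.14, P4HA2 of -0.02 and CDKN1A of -0.34 with AS2, where each was positive and called with quantile normalization, and 91 values of named genes lost their call.

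Z normalization per array and the authors' table of Z scores gave the same counts over the genes tested here, with 51 genes between AS2 and AS1 and 482 higher with both, a call for senescence-associated secretion (adjusted p = 0.0308) and a change of sign without a call for other cell types (adjusted p = 0.689). Why these values moved was not tested.

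Without a filter on dim probes, 111 genes differed between AS2 and AS1. Senescence-associated secretion (adjusted p = 0.0201), cholesterol synthesis (adjusted p = 0.00624) and SR proteins (adjusted p = 0.0201) were then called, and interferon response (adjusted p = 0.852) and other cell types (adjusted p = 0.719) changed sign without a call. With only the probes detected on all 9 arrays, 484 genes differed between AS2 and AS1 and 491 were lower with both, the latter in part because genes that fall below detection are no longer tested. Senescence-associated secretion (adjusted p = 0.0428), interferon response (adjusted p = 0.00558) and SR proteins (adjusted p = 0.0373) were called in that set, and immediate early genes (adjusted p = 0.378) changed sign without a call. The filters change which members of a list are tested, and the cause was not tested further.

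With the mean of a gene's probes, other cell types (adjusted p = 0.884) and HNRNPA2B1 with AS2 (log2 fold change of 0.04) changed sign without a call. Moderation without a trend gave 142 genes between AS2 and AS1 and no call for fatty acid synthesis (adjusted p = 0.0551). A fit of only the groups compared gave 5820 genes with AS1, 1671 with AS2 and 35 between AS2 and AS1, no call for fatty acid synthesis (adjusted p = 0.0880) and a change of sign without a call for interferon response (adjusted p = 0.949). In that fit the comparison of AS1 with scr no longer takes its spread from the AS2 arrays, the most variable group. A block for the replicate number gave 73 genes between AS2 and AS1. Where no reason is given, the cause was not tested.

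Leaving out each array in turn gave 1462 to 5013 genes with AS1, 1739 to 4359 with AS2, 45 to 1571 between AS2 and AS1 and 1883 to 5151 for the mean of both, with 449 to 1568 lower and 588 to 1734 higher with both, and the highest of each range came without AS2 replicate 2. The adjusted p of fatty acid synthesis ranged from 0.0140 to 0.0888, and it was not called without scr replicate 3 (0.0523), AS1 replicate 3 (0.0500), AS2 replicate 1 (0.0752) or AS2 replicate 3. That of other cell types ranged from 0.736 to 0.995, with a change of sign and no call without AS2 replicate 3 (0.964). Fewer arrays lower the power of each test, and the cause beyond that was not tested. Array quality weights gave 6536 genes with AS1, 5380 with AS2, 1599 between AS2 and AS1 and 6616 for the mean of both, with 2228 lower and 2284 higher with both, and a change of sign without a call for other cell types (adjusted p = 0.908).

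For the Z-ratio, leaving out each array in turn gave 385 to 461 genes lower and 183 to 353 higher with both. An ANOVA p of at most 0.05 together with a mean that is not negative gave 297 and 165, and with these filters and without AS2 replicate 2 there were 282 lower. Taking only detected probes before the Z scores gave 102 and 79, the mean of a gene's probes 237 and 159, the authors' table of Z scores 153 and 83, and a raw fold of at least 2.5 in place of the Z-ratio 257 and 18, or 120 and 27 without AS2 replicate 2. The ANOVA and mean filters leave fewer probes. With detected probes only, the means and standard deviations were taken over those probes, and the Z-ratios themselves were smaller in size. With AS1, for example, that of TOP2A was -4.84 against -8.09 and that of CCNA2 -3.95 against -6.57. For the other settings the cause was not tested.

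A block for the BeadChip could not be run, since the labels do not give the BeadChip of an array. The signal over background limits the fold changes of dim genes, among them those that fall below detection, and these fold changes depend on the background correction.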

Differences from the paper's values

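None of the tests in this part was chosen after the result was seen, apart from array quality weights and 2 settings without AS2 replicate 2. These 2 settings are the Z-ratio with the ANOVA and mean filters, and the raw fold of at least 2.5.

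For AS2, 4 Z-ratios that the paper prints in Table S2 differ from those over all 9 arrays by more than the spread between arrays. On the sign used here, where a fall is negative, the paper's value for CCNA2 is -7.14 and the value here -6.32, for LMNB1 the paper's is -6.24 and the value here -4.70, for TOP2B the paper's is -3.03 and the value here -2.75, and for HNRNPA3 the paper's is -1.74 and the value here -1.51. Of the alternatives set before the data were examined, leaving out AS2 replicate 2 gives values within the spread for all 4 genes. TOP2B was also within the spread without scr replicate 1 (-2.80), HNRNPA3 without scr replicate 3 (-1.69), and LMNB1 (-4.13) and HNRNPA3 (-0.80) with Z scores of background-corrected and quantile normalized values, where the spread between arrays was wider. Leaving out any other of the 9 arrays, or taking only the detected probes before the Z scores, left the value of each of these genes outside the spread, as did the background-corrected values for CCNA2 and TOP2B.

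The paper describes the common genes as changed at least 2.5-fold and elsewhere names a Z-ratio of at least 2.5. At the Z-ratio, 457 genes were lower and 274 higher here over all 9 arrays, and 385 and 353 without AS2 replicate 2, against 413 and ∼390 in the paper, while at a raw fold of at least 2.5 with both oligonucleotides, unscaled between arrays, there were 257 and 18, and 120 and 27 without AS2 replicate 2, which were counted after seeing the values. With an ANOVA p of at most 0.05 as well, the counts were 414 and 230, and with means that are not negative 297 and 165. With these filters and without AS2 replicate 2, a setting chosen after seeing the values, the counts were 282 and 258. The paper's z-test and false discovery rate were not applied here.

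The paper names hnRNP A, L and K among the reduced transcripts. Of these, HNRNPA0, HNRNPA1, HNRNPA2B1, HNRNPAB and HNRNPL were called lower here with both oligonucleotides, while HNRNPK, at -0.20 with AS1 and -0.12 with AS2, was not called over 9 arrays, nor was HNRNPA3. HNRNPK was called with AS2 without AS2 replicate 2 (adjusted p = 0.0216) and with AS1 in a fit of only the groups compared (adjusted p = 0.0191), and with AS1 also under array quality weights, which were chosen after seeing the data (adjusted p = 0.00904). Other probes of HNRNPA1 gave -0.32 with AS1 and 0.09 with AS2, of HNRNPA2B1 -0.81, 0.25 and -0.53 with AS1 and -0.08, 0.99 and -0.29 with AS2, and of HNRNPAB -1.89 and -1.87 with AS1 and -2.06 and -2.10 with AS2. Other probes of HNRNPK gave -0.73, -0.60 and -0.21 with AS1 and -0.37, -0.37 and -0.39 with AS2. CBX5, which the paper names as reduced, was lower with AS2 and not called with AS1 over 9 arrays (adjusted p = 0.0605), and was called with both without AS2 replicate 2.

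By qRT-PCR the paper finds PCNA not altered, whereas on these arrays PCNA was lower with AS1 (log2 fold change of -0.68, adjusted p = 0.0143) and AS2 (-0.67, adjusted p = 0.0134). That call was lost with AS1 without scr replicate 1 or 2 or AS1 replicate 1 (adjusted p = 0.0543, 0.0548 and 0.0674), with AS2 without scr replicate 1 or 2 (adjusted p = 0.0502 and 0.0508) and with both under Z normalization (adjusted p = 0.120 and 0.0542) and median scaling (adjusted p = 0.495 and 0.212). Another probe of PCNA gave log2 fold changes of -0.31 with AS1 and -0.58 with AS2.

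The paper finds the mRNA of BUB3 reduced by qRT-PCR. Its brightest probe was called with neither oligonucleotide (log2 fold change of -0.11 and -0.18, adjusted p = 0.350 and 0.108), its other probes gave -1.44 and -1.23, -0.46 and -0.17, and -0.07 and 0.08, and with the mean of its probes BUB3 was called lower with AS1 (adjusted p = 0.0160).

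Among genes of Figure S2Bc that the paper shows as raised by qPCR, IL6 was called with neither oligonucleotide on the arrays, and CXCL8 was called with both without AS2 replicate 2 and not over 9 arrays, while the other 5 were called higher with both over 9 arrays. The paper reports p27 as upregulated, with Figures 1E and 1F as its evidence. On the arrays CDKN1B, which encodes p27, was called with neither oligonucleotide over 9 arrays. Its log2 fold changes were 0.03 with AS1 and -0.28 with AS2 (adjusted p = 0.926 and 0.294), and another of its probes gave -0.03 and -0.73. Of the 134 genes tested that have a qRT-PCR primer in Table S6, 81 were lower and 23 higher with both oligonucleotides.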

Other observations

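The tests that count the rises called under median scaling among genes detected on no scr array, and the slopes that compare AS2 replicate 2 with an AS1 or scr label, were chosen after their result was seen.

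In MALAT1-depleted WI-38 cells the lysosome list was higher, and single genes of lipid synthesis were lower or higher. SCD, the stearoyl-CoA desaturase, had log2 fold changes of -2.09 with AS1 and -2.10 with AS2 (standard error 0.09, n = 3 arrays per group, adjusted p = 2.62e-06 and 1.33e-06), with all 6 antisense arrays below all 3 scr arrays. Of 17 tested genes of fatty acid synthesis, 3 were lower with both and 0 higher (3 and 0 when adjusted over the list alone, 6 and 0 without AS2 replicate 2), with a median of -0.30 (camera, adjusted p = 0.0418, and adjusted p = 0.150 with an estimated correlation). It was not called without scr replicate 3 (adjusted p = 0.0523), AS1 replicate 3 (0.0500), AS2 replicate 1 (0.0752) or AS2 replicate 3 (0.0888). Of 18 genes of cholesterol synthesis, 4 were lower and 2 higher (5 and 2 over the list alone, 7 and 2 without AS2 replicate 2), with a median of -0.26 (adjusted p = 0.0937, and 0.151 with an estimated correlation). Among them INSIG1, which retains the sterol sensor in the ER, changed by -1.54 and -1.61 (standard error 0.13, another probe -0.21 and -0.63), IDI1 by -0.88 and -1.05 (standard error 0.19) while the desaturase SC5D was 2.00-fold and 2.30-fold higher (log2 standard error 0.11). Of 26 lysosomal genes, 11 were higher with both and 0 lower (11 and 0 over the list alone, 14 and 0 without AS2 replicate 2), with a median of 0.52 (adjusted p = 3.37e-07, and 0.0156 with an estimated correlation, or 0.0665 with an estimated correlation and without AS2 replicate 2). The cholesterol transporter NPC1 changed by 2.46 and 1.21 (standard error 0.13), and SQSTM1, an autophagy receptor, by 1.10 and 0.92 (standard error 0.09). Under median scaling SCD was still called with both, the lysosome list was called higher than the other genes (adjusted p = 0.0426), and NPC1, SQSTM1, SC5D and IDI1 were not called.

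Stress, matrix and signaling genes moved in both directions. Of 27 ER stress genes, 6 were higher and 3 lower with both (6 and 3 over the list alone, 8 and 6 without AS2 replicate 2), with a median of 0.10 (adjusted p = 0.120, and 0.456 with an estimated correlation). The transcription factor DDIT3 changed by 2.70 and 2.27 (standard error 0.15) and the pseudokinase TRIB3 by 2.25 and 1.52 (standard error 0.15), whereas the chaperone HSPA5 changed by -1.42 and -1.40 (standard error 0.24). Of 41 extracellular matrix genes, 4 were lower and 6 higher (5 and 6 over the list alone, 12 and 8 without AS2 replicate 2), with a median of -0.20, or -0.06 with the 3 members below detection in a whole group at their bound (adjusted p = 0.584, and 0.791 with an estimated correlation), and the collagen COL3A1 changed by -1.60 and -1.94 (standard error 0.11). Of 24 genes of senescence-associated secretion, 7 were higher and 4 lower (8 and 4 over the list alone, 9 and 5 without AS2 replicate 2), with a median of 0.24 (adjusted p = 0.0918, and 0.331 with an estimated correlation), and IL11 changed by 2.45 and 1.75 (standard error 0.16) while the stromelysin MMP3 was 4.11-fold and 3.03-fold higher (log2 standard error 0.17). Of 30 immediate early genes, 5 were lower and 3 higher (7 and 5 over the list alone, 9 and 6 without AS2 replicate 2), with a median of -0.04 (adjusted p = 0.688, and 0.814 with an estimated correlation), among them FOSB at -1.49 and -2.44 (standard error 0.29), EGR1 at -1.40 and -1.22 (standard error 0.10) and IER3 at 2.15 and 1.89 (standard error 0.15). Of 35 interferon response genes, 5 were higher and 4 lower (5 and 5 over the list alone, 5 and 7 without AS2 replicate 2), with a median of -0.11 over 9 arrays and 0.02 without AS2 replicate 2, so that it has no stable sign, and an upward direction in camera (adjusted p = 0.688, and 0.908 with an estimated correlation), among them IFIT2 at 1.89 and 1.06 (standard error 0.11), ISG20 at 1.32 and 1.77 (standard error 0.23) and GBP2, at least 1.68-fold and 1.35-fold lower. Under median scaling FOSB, COL3A1 and GBP2 were still called with both oligonucleotides, DDIT3 with AS1 and HSPA5 with AS2, and EGR1, TRIB3, IL11, MMP3, IER3, IFIT2 and ISG20 with neither.

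Of 22 SR proteins and their kinases, 2 were lower and 1 higher with both (2 and 1 over the list alone, 6 and 1 without AS2 replicate 2), with a median of -0.16, or -0.26 without AS2 replicate 2 (adjusted p = 0.0918, and 0.150 with an estimated correlation), and SRSF1 had log2 fold changes of -0.41 and 0.17 (adjusted p = 0.0291 and 0.300), a call with AS1 that was lost without any 1 scr or AS1 array (0.0696 to 0.102), while it was called higher with AS2 without AS2 replicate 1 (0.0141). Of 15 genes that lie next to MALAT1, 2 were lower and 0 higher (2 and 0 over the list alone, 3 and 0 without AS2 replicate 2), with a median of -0.30, or -0.10 without AS2 replicate 2 (adjusted p = 0.119, and 0.683 with an estimated correlation), and POLA2, a subunit of DNA polymerase alpha, changed by -1.32 and -1.93 (standard error 0.31), with its call with AS1 lost without scr replicate 3 (adjusted p = 0.0533). Of 9 markers of other cell types with a detected probe, 0 were lower or higher with both over 9 arrays (0 over the list alone, 1 lower and 2 higher without AS2 replicate 2), with a median of -0.13 (adjusted p = 0.929, and 0.947 with an estimated correlation). The smooth muscle marker CNN1 had values of -0.49 and -1.10 (adjusted p = 0.401 and 0.0550) and the monocyte marker CD14 of 0.53 and 0.40 (adjusted p = 0.250 and 0.349). CNN1 was called with AS2 without AS2 replicate 1 (adjusted p = 0.0230), 2 (0.00429) or 3 (0.0361) and with AS1 without AS2 replicate 2 (0.00440), and CD14 with both without AS2 replicate 2 (0.00475 and 7.05e-04). LMNB1, which encodes lamin B1, changed by -1.97 and -1.71 (standard error 0.42, adjusted p = 0.00759 and 0.0135), and CDKN1B, which encodes p27, had values of 0.03 and -0.28 (adjusted p = 0.926 and 0.294) and was called lower with AS2 without AS2 replicate 3 (adjusted p = 0.0305).

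AS2 replicate 2 lies apart from the other AS2 arrays. A dim hybridization may account for this, since its deviation from the mean of AS2 replicates 1 and 3 had a standard deviation of 1.01, 0.92 and 0.48 in the dimmest, middle and brightest 3117 genes, 2.09 times as large in the dimmest as in the brightest, while that of replicate 1 from replicate 3 was 0.39, 0.38 and 0.33. A weaker response of that culture to the oligonucleotide is argued against by the slope of its changes on those of AS1 over bright called genes, 1.05 times that of the other AS2 arrays. An AS1 or scr sample under a wrong label is argued against, since over the genes that differ 2-fold between the groups without the array its difference from AS1 rose with that of the other AS2 arrays with a slope of 0.89 (standard error 0.07, 106 genes) and its difference from scr with a slope of 1.02 (standard error 0.02, 885 genes), while AS1 and scr arrays set against their own group had slopes of -0.02 to 0.05. A wrong label of another kind stays open, since the test set first, the share of these genes that lay nearer to AS2 than to AS1, gave 64.2% (68 of 106), between the 50% and 80% set as its limits, and 78.1% (691 of 885) lay nearer to AS2 than to scr.

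Of the 916 genes higher with both oligonucleotides, 95 were detected on no scr array. Under median scaling 65 of these genes were still called higher with both, against 6 of the other 821 higher genes. The call of those 65 therefore does not rest on quantile normalization alone. Only detection on antisense arrays brings a gene into this group, which favours large rises. The comparison of shares therefore decides nothing about quantile normalization that lifts dim probes on dimmer arrays. The remaining 30 lost their call with at least 1 oligonucleotide as the median standard error rose from 0.20 to 0.31, with median log2 fold changes of 0.78 with AS1 and 0.87 with AS2 under median scaling against 0.98 and 1.02, and the lost calls decide nothing for or against quantile normalization. A failure of the scr arrays to detect dim probes is argued against, since 202 named probes were detected on all scr arrays and on none of the 5 antisense arrays other than AS2 replicate 2, against 146 the other way round, a ratio of 1.38, and the median number of detected probes was 14300 with scr and 13473 with antisense oligonucleotides. The arrays hold no condition that would part an effect of MALAT1 depletion from another effect that both antisense oligonucleotides share. No biological explanation was therefore tested.

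Other splits of the arrays into groups show where chance can be excluded. For the mean of both oligonucleotides against scr, the real split called 2512 genes and the highest of the other splits, 84 in all, 44, so chance is excluded. It is excluded also for the genes lower with both (826 against 52) and higher with both (916 against 58) over 100 assignments. For the genes lower by the Z-ratio, 2 of 100 assignments, the real one included, gave as many, and the other one gave more (457 against 459). That share was below the limit set before, but chance is not excluded there. Nor is it excluded for the genes higher by the Z-ratio, where 21 of 100 gave as many (274 against 605). The Z-ratio divides by the standard deviation of each assignment's own differences. These counts therefore do not follow the size of the differences, and the assignments cannot decide whether the Z-ratio counts come from chance. For AS1 against scr (5820 against 0) and AS2 against scr (1671 against 0) the 10 splits are too few to exclude chance.

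For the gene lists, the splits compare minus log10 of the camera p over 84 splits of the 9 arrays into 6 and 3. The real split gave the largest value for mitosis (39.9, with 25.8 as the highest of the other splits), B-MYB and FOXM1 targets (22.6 and 15.1), DNA replication (15.1 and 10.9), E2F targets (13.3 and 9.31) and p53 targets (6.27 and 5.64). These lists were drawn up when the paper's values for the same arrays had been seen, so this rank does not exclude chance for them. Nor is chance excluded for lysosome (12 splits as large, 5.81 and 10.1), hnRNPs (14 splits, 4.06 and 7.60), fatty acid synthesis (30 splits, 1.38 and 3.51), cholesterol synthesis (13 splits, 1.33 and 2.25), senescence-associated secretion (23 splits, 1.06 and 2.60), SR proteins (28 splits, 1.05 and 3.04), MALAT1 neighbours (56 splits, 0.967 and 3.91), ER stress (33 splits, 0.916 and 3.16), extracellular matrix (69 splits, 0.275 and 3.20), immediate early genes (61 splits, 0.233 and 2.26), interferon response (81 splits, 0.0489 and 8.13) and other cell types (79 splits, 0.0221 and 1.73). The high values of other splits for lists such as interferon response point to a structure of the arrays other than the split between antisense and scr.

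AS1 and AS2 share their 3 scr arrays. Their log2 fold changes correlated across genes at 0.81, against 0.50 in simulations with shared scr arrays and no effect of either oligonucleotide, with a covariance of 0.339 against 0.0309, and 77.6% of genes had the same sign with both, against 66.7%. Genes are not independent replicates, and the shared arrays cannot be split.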
